# Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages

**DOI:** 10.7717/peerj.9947

**Published:** 2020-10-07

**Authors:** Aili Wang, Tianle Chao, Zhibin Ji, Rong Xuan, Shuang Liu, Maosen Guo, Guizhi Wang, Jianmin Wang

**Keywords:** Transcriptome, Different ages, Goat, Submandibular gland, High-throughput sequencing

## Abstract

**Background:**

The submandibular glands, as major salivary glands, participate in rumen digestion in goats. Sialic acid, lysozyme, immunoglobulin A (IgA), lactoferrin and other biologically active substances secreted in the submandibular glands were reported in succession, which suggests that the submandibular gland may have immune functions in addition to participating in digestion. The aim of this study was to map the expression profile of differentially expressed genes (DEGs) at three different stages by transcriptome sequencing, screen immune-related genes and pathways by bioinformatics methods, and predict the immune function of submandibular glands at different developmental stages.

**Methods:**

Nine submandibular gland tissue samples were collected from groups of 1-month-old kids, 12-month-old adolescent goats and 24-month-old adult goats (3 samples from each group), and high-throughput transcriptome sequencing was conducted on these samples. The DEGs among the three stages were screened and analysed. Key genes and signalling pathways were selected via protein-protein interaction (PPI) network analysis.

**Results:**

The results revealed 2,706, 2,525 and 52 DEGs between 1-month-old and 12-month-old goats, between 1-month-old and 24-month-old goats, and between 12-month-old and 24-month-old goats, respectively. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses indicated that most of the DEGs were enriched in immune- related GO terms and pathways. Based on functional enrichment analysis and network analysis, 10 genes (*PTPRC, CD28, SELL, LCP2, MYC, LCK, ZAP70, ITGB2, SYK* and* CCR7*), two signalling pathways (the T cell receptor signalling pathway and the NF-κβ signalling pathway) and eight GO terms (T cell receptor signalling pathway, neutrophil mediated immunity, B cell mediated immunity, regulation of alpha-beta T cell activation, positive regulation of T cell proliferation, regulation of leukocyte differentiation, positive regulation of antigen receptor-mediated signalling pathway, positive regulation of lymphocyte proliferation) that may play key roles in the immune functions of the goat submandibular glands at different developmental stages were identified. Moreover, we found that eight antibacterial peptide-encoding genes were downregulated in the tuberculosis and salivary secretion pathways, while all immunoglobulins were upregulated in 10 immune system pathways. These findings indicate that the submandibular glands may be important immunological organs during the growth process of goats and that the immune function of these glands gradually weakens with age up to 12 months but remains relatively stable after 12 months of age. Overall, this study will improve our understanding of transcriptional regulation related to goat submandibular gland immune function.

## Introduction

The submandibular glands are the second-largest salivary glands in mammals. They can secrete many biologically active substances during development and are some of the most important glandular tissues in animals (Kaplan & Baum, 1993). The submandibular glands of mice and rats contain immunosuppressive factors with molecular weights (MWs) of 30,000 and 40,000 Daltons, respectively (Abdelhaleem & Sabbadini, 1992; Ikematsu, Pour & Kazakoff, 1997). Several antimicrobial substances, such as lysozyme, immunoglobulin A (IgA), lactoferrin and β-defensin, have been found in rat submandibular glands, especially in serous acini and ductal cells (Carpenter et al., 2004). IgA has been detected in the secretions of submandibular glands in humans, rats, and cattle (Carpenter et al., 2004; Sakaguchi et al., 2013). In addition, some studies have found erythroid differentiation factor, endothelin, hepatocyte growth factor (HGF), metastatic growth factor (MGF), transforming growth factor-α (TGF-α), and other factors in the submandibular glands (Amano et al., 1994; Ikematsu, Pour & Kazakoff, 1997). Other factors have revealed the presence of vasopressin, epidermal growth factor (EGF), nerve growth factor (NGF), kallikrein, MGF and HGF in the submandibular glands (He et al., 2011; Kurabuchi, Gresik & Hosoi, 1999; Miyaji, Aiyama & Kurabuchi, 2008). Several bioactive proteins, including kallikrein, calpain 3 and calcitonin, have been found in the submandibular glands of mice (Kumchantuek et al., 2016; Kurabuchi, Gresik & Hosoi, 1999; Zhang et al., 2014). Bioactive monoamine substances have also been discovered in rodent submandibular gland cells using immunohistochemistry. Notably, Mathison et al. (1992) found that the submandibular glands may play a key role in protection against pulmonary inflammation caused by decentralization of the superior cervical ganglia. Furthermore, high-MW sialoglycoproteins and hydrophobic peptides have been isolated from human and rat submandibular glands ( Reid & Heywood, 1988; Tabak et al., 1985). A previous study detected muscarinic receptor (M-receptor) subtypes in sheep submandibular glands by immunoblotting and immunohistochemistry (Ryberg et al., 2008).

The goat submandibular gland comprises serous acini and mucinous acini, with mucinous acini accounting for the majority. In addition to secreting saliva, which plays important roles in maintaining oral health and protecting gastrointestinal epithelial cells (Nagler, 2004), the submandibular gland also secretes large amounts of neutral glycoproteins and few acidic glycoproteins (Habata, Yasui & Tsukise, 2011; Ryberg et al., 2008; Sakaguchi et al., 2013). EGF and several antibacterial substances, such as lysozyme, IgA, lactoferrin, and β-defensin, which participate in the formation of the immune system, have been found in serous acinar and ductal cells (Abdelhaleem & Sabbadini, 1992; Habata et al., 2012). Histatin 5, a member of the group of low-MW salivary proteins that is secreted by the submandibular glands, inhibits the levels of bacterial and host-derived proteolytic enzymes in oral inflammatory exudates (Gusman et al., 2001). Thus, goat submandibular glands may be involved in immune defence and immunoregulatory functions (Habata, Yasui & Tsukise, 2011).

The function of the submandibular glands is related to age (Ghezzi & Ship, 2003; Jaskoll et al., 2001). Gene expression in submandibular glands differs greatly between young (8-week-old) and adult (50-week-old) mice (Saito et al., 2015). Before weaning, goats exhibit low chewing activity, a lack of secretory granules and surrounding inclusions, and low saliva secretion; after weaning, they exhibit enhanced chewing activity and secretion of large amounts of protein. The structures and secretory granules of goat parotid salivary glands also differ between milk-suckling kids and diet-fed goats (Elewa et al., 2014). The submandibular gland may have similar changes.

Thus far, studies on goat submandibular glands have mainly focused on the identification of cellular components and structures via immunohistochemistry; relevant data on mRNA expression levels in tissues at specific phases are lacking. Characterization of mRNA expression in goat submandibular glands at different developmental stages is helpful for understanding the role of the submandibular glands in goat development. Therefore, in this study, transcriptome analysis was performed on submandibular gland samples from 1-month-old kids, 12-month-old unbred adolescent goats, and 24-month-old adult goats to investigate DEGs expressed in these glands, with a focus on genes related to immune-related pathways. The key regulator genes involved in immunity might contribute to candidate genes for improvement of goat immunity.

## Materials and Methods

### Ethics statement

All animal experiments were approved by the Committee on the Management and Use of Laboratory Animals of Shandong Agricultural University (Permit Number: SDAUA-2018-052) and conducted in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology (Beijing, China). Every effort was made to minimize pain.

### Sample collection and RNA extraction

The collection of experimental animals was carried out according to the principle of the 3Rs (Reduction, Replacement, and Refinement) for animal experimentation. Goats were separated into three different groups based on their developmental stages: the 1-month-old group, the 12-month-old group and the 24-month-old group. Three healthy female goats (Lubo goats) from each group (total, nine goats) were selected as experimental animals. The animals were obtained from Shandong Fengxiang Animal Husbandry and Seed Industry Technology Co., Ltd. (Laiwu District, Jinan, Shandong Province, China). All goats were raised under the same conditions with natural lighting and free access to food. All goats were fasted from food for 24 h and fasted from liquids for 2 h, and then xylazine hydrochloride (Huamu Animal Health Products Co., Ltd., China) was injected intramuscularly to induce general anaesthesia. After slaughter and exsanguination, the submandibular glands were immediately collected surgically, placed in liquid nitrogen and then placed in a −80 °C freezer for long-term storage. To distinguish the samples, the submandibular salivary gland samples from 1-month-old goats were labelled A1-L, A2-L and A3-L; the samples from 12-month-old goats were labelled B3-L, B4-L and B5-L; and the samples from 24-month-old goats were labelled C2-L, C3-L and C5-L. Total RNA was extracted from the 9 submandibular gland samples using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The integrity and quality of the extracted RNA was determined by measuring the absorbance at 260/280 nm (A260/A280) using an Agilent BioAnalyzer 2100 (Agilent, Shanghai, China). The short read alignment tool Bowtie2 (2.2.8) (Langmead & Salzberg, 2012) was used to map the reads to a ribosomal RNA (rRNA) database. The rRNA-mapped reads were then removed, and all other RNA reads were retained.

### Library construction

Total RNA was randomly cleaved into short fragments. To synthesize first-strand cDNA, the RNA fragments were used as templates in a reaction with random hexamers, buffered dNTPs (with dUTP instead of dTTP) and RNase H. Second-strand cDNA was synthesized using DNA polymerase I. The cDNA was purified using a QIAquick PCR kit (Qiagen) and eluted with EB buffer (10 mM Tris-HCl, pH 8.0). The sticky ends were repaired, and an adaptor sequence was ligated to the A base at the 3′ end of each cDNA molecule; the second strand was subsequently degraded with uracil-N-glycosylase (UNG). The ligated products were reverse transcribed by PCR amplification, and the products were purified to generate a cDNA library. After generation, the cDNA library was sequenced using an Illumina HiSeq™ 4000 from Gene Denovo Biotechnology Co. (Guangzhou, China).

### Alignment with reference genome

To obtain high-quality clean reads, all raw reads were further filtered by removing the reads containing adapters, reads that were less than 50 nt, reads containing poly N, and low-quality reads from raw data. Then, the alignment tool Bowtie2 (2.2.8) was used to map the high-quality clean reads to an rRNA database (mismatch number: 0), and the mapped rRNA reads were removed (Langmead & Salzberg, 2012). The comparison software TopHat2 (2.1.1) was used to align the remaining reads to the goat reference genome (http://www.ncbi.nlm.nih.gov/genome/?term=goat) (Kim et al., 2013). The TopHat2-based alignment results were used to reconstruct the transcripts using Cufflinks. Based on the positions of the assembled transcripts on the reference genome and the screening criteria of a transcript length ≥200 bp and a number of exons ≥2, known transcripts and new transcripts were obtained.

### Screening of differentially expressed genes (DEGs)

Transcript abundances were quantified by RSEM software (Li & Dewey, 2011). FPKM (Fragments Per Kilobase per Million) was used as the standard for screening differentially expressed transcripts. EdgeR v3.26.8 was used for differential mRNA expression analysis among the 3 age groups (Robinson, McCarthy & Smyth, 2010). To adjust the *P*-values, the Benjamini–Hochberg method for controlling the FDR was used (Guo & Bhaskara Rao, 2008). Genes with FPKM >1, false discovery rate (FDR) < 0.05 and a |log2(fold change)| > 2 were considered significantly differentially expressed (Trapnell et al., 2010). Differentially expressed coding RNAs were then subjected to enrichment analysis of GO functions and KEGG pathways (Kanehisa & Goto, 2000).

Based on the expression levels of the transcripts, the relationships between samples and transcripts were hierarchically clustered, and heat maps were used to present the clustering results. The expression scale of 9 groups of samples was *Z*-Score standardized using the R language scale function, and the heat map was constructed using ggplot two packages in R (version 3.2).

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses

GO and KEGG pathway enrichment analyses were performed using the R package clusterProfiler. The DEGs were mapped to the GO database (http://www.geneontology.org/), and the obtained genes for each term were counted to obtain a list of transcripts enriched for specific GO terms.

The DEGs were mapped to the KEGG database (https://www.genome.jp/kegg/) for KEGG pathway analysis using the same method as that used for the GO analysis. In the GO and KEGG pathway analyses, the FDR after *p* value calibration was used as the screening standard, and pathways with FDR values ≤0.05 were considered significantly enriched pathways.

### Protein–protein interaction (PPI) network analysis and gene immune function network construction

Based on information from STRING v.10.0, a PPI network was constructed for the protein-coding genes (Szklarczyk et al., 2015). Then, credible interactions (with combined scores ≥ 0.4) were accepted for further network analysis. Cytoscape (version 3.5.1) was also used (Shannon et al., 2003). The two resulting networks were merged to obtain the final interaction network. The degree-sorted layout was used for interaction degree analysis (in which all nodes were sorted by their interaction degree values).

The gene immune function network was constructed using the R Package ‘enrichplot’ (https://github.com/YuLab-SMU/enrichplot) with 18 genes and eight GO terms selected from the PPI network and GO/KEGG analyses.

### Verification using real-time quantitative PCR (RT-qPCR)

A total of 18 DEGs were randomly screened from the transcriptome sequencing results for RT-qPCR analysis. The RT-qPCR primers used for validation were designed according to the sequences of selected DEGs using Primer Premier 5.0 (Premier, Canada), which are provided in Table 1. cDNA was synthesized by using the Primerscript RT reagent Kit (TaKaRa) with 1 µg of total RNA. RT-qPCR was performed using SYBR Premix Ex Taq II (TaKaRa, DRR081A) and conducted using a Stratagene Mx3000 real-time system (USA). A reaction volume of 15 µL with 0.3 µL of forwarding primer (0.4 mmol each), 0.3 µL of reverse primer (0.4 mmol each), 7.5 µL of 2X SYBR Premix Ex Taq II reaction buffer, 0.3 mL of 50X ROX Reference Dye II, 1.5 µL of cDNA (10 pg/mL, 1 mg/mL), and 5.1 µL of RNasE-free dH_2_O was used. The reaction mixtures were incubated in a 96-well plate in an Mx3000p SYBR Green real-time quantitative PCR analyser (Stratagene, USA) at 95 °C for 30 s, followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. All reactions were performed in triplicate. ACTB was used as a reference gene. After amplification, the 2^−ΔΔ*CT*^ method was used to calculate gene expression levels, the significance of gene expression between different groups was tested by Tukey’s HSD, and gene expression histograms between different groups were performed by GraphPad software.

**Table 1:** Primer sequences.

**Transcript**	**Gene**	**F**		**R**		
**NM_001314142.1**	TGFB1	CTGAGCCAGAGGCGGACTAC		TGCCGTATTCCACCATTAGCA		
**XM_005676186.2**	CXCR4	CGCTCGAGTCTGTCTCAACCGAAT		ATGCGGCCGCTAGGTTTATCATGT		
**XM_018065503.1**	PTGER4	GTGGTGCTCTGTAAGTCGC		GATGAAGGTGCTGTACTCGCA		
**XM_018064894.1**	COL1A1	TCCAACGAGATCGAGATCC		AAGCCGAATTCCTGGTCT		
**NM_001314219.1**	IGFBP3	AAAGGTCATGCCAAGGACAG		TGCCCGTACTTATCCACACA		
**XM_005676403.3**	CD28	GGAGGTCTGTGCTGTGAATGG		CGGTGCAGTTGAATTCCTTATTT		
**NM_001314325.1**	FOXM1	TGCCCACCCTCTGATATGGA		TGCTGAGGCTGTCGTTCATT		
**XM_005695059.3**	BCL2A1	ACTGCCAGAACAATATTCAACC		GTAAGAATACCTTCAAAGGCGA		
**XM_005696606.3**	TNF	TCGTATGCCAATGCCCTCA		GATGAGGTAAAGCCCGTCAGT		
**XM_005693201.3**	CCL5	CCATGGCAGCAGTTGTCTTT		CACCCACTTCTTCTCTGGGT		
**XM_018056969.1**	GATA3	CCGTGGTGTCTGTGTTCTCACT		TCAATAGGGAATGTGAGTCTGAATG		
**XM_018058563.1**	MYC	GTGGTCTTCCCCTACCCGCTCAACGA		ATCTCTTTAGGACCAACGGGCTGTGA		
**XM_005681326.3**	LEF1	CCCCACCTCTTGGCTGGTTTTCTCA		TTGGCTCCTGCTCCTTTCTCTGTTC		
**XM_005686292.3**	IL1R2	CGCCAGGCATACTCAGAAA		GAGAACGTGGCAGCTTCTTT		
**XM_018055547.1**	DNMT3a		AGCACAA CGGAGAAGCC		TTCCAGGAAGCAGTTCTTG	
**XM_018062796.1**	IRF3		GAGGACCACAGCAAGGACTC		TGTCTGCCATTGTCTTGAGC	
**XM_005690795.3**	ISG15		CAGTTCATCGCCCAGAAGAT		GTCGTTCCTCACCAGGATGT	
**XM_018051135.1**	INSR		ATGCCCTGGTGTCACTTTCCTTCT		TTAGGTTCTGGTTGTCCAAGGCGT	

## Results

### Summary of sequencing data

We constructed nine submandibular gland cDNA libraries for Lubo goats of three ages. 

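RNA-seq values of 9 submandibular gland libraries were analysed: 3 each from 1-month-old (group A), 12-month-old (group B) and 24-month-old goats (group C). The deposited table holds expected counts that the authors obtained with RSEM for 52739 transcripts, 42686 known and 10053 new. It names the libraries of each age as numbers 1, 2 and 3, whereas the paper gives those of groups B and C other numbers. Libraries are therefore named here by age and by the number in the table, and no library of groups B and C is matched to a library of the paper. The total expected count per library ranged from 1.15e+07 to 1.76e+07 in group A (median 1.18e+07), from 1.82e+07 to 2.11e+07 in group B (median 1.93e+07) and from 2.20e+07 to 2.49e+07 in group C (median 2.25e+07). Table S1 of the paper gives 8.72e+07 to 1.14e+08 clean reads per library in group A, 8.62e+07 to 1.04e+08 in group B and 8.76e+07 to 9.28e+07 in group C. The values given here use the expected counts. The 10 transcripts with the most counts took 4.86% to 12.4% of a library in group A, 23.2% to 32.2% in group B and 23.6% to 37.1% in group C. Expected counts were rounded, normalized with TMM and tested with edgeR's quasi-likelihood test for each pair of ages, with Benjamini-Hochberg adjustment. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change over 2. The table has no FPKM, so the FPKM threshold of the paper was not applied and levels are given as CPM. Log2 fold changes are the older age minus the younger. A group with no library above 3 counts was set to that floor, and the fold is then given as a lower bound. The choice of test, the summing of transcripts to genes and the libraries included could change these numbers.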

A total of 862,995,872 raw reads were obtained from sequencing. After screening, 853,786,462 clean reads were obtained, accounting for more than 98% of the total number of reads (Table S1). The alignment rates for the nine libraries with the goat genome were above 80%; specifically, the mapping rates for A1-L, A2-L, A3-L, B3-L, B4-L, B5-L, C2-L, C3-L and C5-L were 91.02%, 93.13%, 91.66%, 88.54%, 87.30%, 88.00%, 83.76%, 84.49% and 87.57%, respectively (Table S2). All data have been uploaded to the Gene Expression Omnibus (GEO) database under the accession number GSE144368.

The numbers of known and new mRNAs that were identified and predicted in each library are provided in Table S6. As shown in Table 2, a total of 42,686 mRNAs were detected in all libraries: 41,914 in the 1-month-old goat library (group A), 39,070 in the 12-month-old goat library (group B), and 37,923 in the 24-month-old goat library (group C). 

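Over the 9 libraries, 45659 of the listed transcripts had an expected count above 0. By group, 42098 transcripts were above 0 in group A, 39301 in group B and 38176 in group C. With an expected count of at least 1, the numbers were 44962 overall and 41067, 38634 and 37843 by group. Scaling each library to the smallest total before that threshold moved them most, to 44592 overall and 40854, 38125 and 37168 by group.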

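Transcripts with a RefSeq identifier and an expected count above 0 in at least 1 of the 9 libraries numbered 35606.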

Overall, 35,451 known mRNAs were detected in all libraries, accounting for 83.05% of the total number of mRNAs. 

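Counted as RefSeq transcripts with an expected count above 0 in at least 1 library of the group, there were 33029 in group A, 30762 in group B and 29830 in group C. In single libraries the number ranged from 26889 to 28725 in group A, from 25514 to 26241 in group B and from 24092 to 25280 in group C.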

The numbers of known mRNAs in group A, group B and group C were 32,875 (77.02% of the total), 30,577 (71.63% of the total), and 29,634 (69.42% of the total), respectively. A total of 10,053 new mRNAs were found in all libraries, including 9,039 in group A, 8,493 in group B, and 8,289 in group C (Table 2). 

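Each of the 10053 new transcripts of the table had an expected count above 0 in at least 1 library. In group A 9069 were above 0, in group B 8539 and in group C 8346.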

The C5-L library had the lowest numbers of known mRNAs, new reference mRNAs, and total mRNAs (23,946, 6,080, and 30,026, respectively). 

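In 1-month-old replicate 3, which is A3-L, 36325 transcripts had an expected count above 0, of which 28725 were known and 7600 new. The next number was 35307, in 1-month-old replicate 1, and 1-month-old replicate 2 had 33736. The total expected count of A3-L was the lowest of the 9 libraries.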

The A3-L library had the most known mRNAs, new mRNAs, and total mRNAs (28,581, 7,549, and 36,130, respectively).

**Table 2:** Statistics of known mRNAs and new transcripts of different age groups. A were the samples for goats of 1-month-old (group A), B were the samples for goats of 12- month-old (group B), C were the samples for goats of 24-month-old (group C).

**Group Name**	**All Reference mRNAs**	**Known mRNANum**	**New mRNANum**
**A**	41914	32875 (77.02%)	9039
**B**	39070	30577 (71.63%)	8493
**C**	37923	29634 (69.42%)	8289
**Summary**	42686	35451 (83.05% )	10053

### Identification and analysis of DEGs

The DEG analysis revealed 2,706 and 2,525 differentially expressed mRNAs between group A and group B and between group A and group C, respectively, but only 52 differentially expressed mRNAs between group B and group C. These results may indicate that mRNA expression levels in the submandibular salivary glands of 12-month-old goats and 24-month-old goats are highly similar. 

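Between group A and group B, 829 of 30272 tested transcripts were called with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 453 of 30205 between group A and group C. Between group B and group C, 0 of 28297 were called. At an unadjusted p under 0.05 there were 6831, 6243 and 1440 transcripts, in the same order. Without any difference a share of 0.05 of the tested transcripts would be that low, and 1440 of 28297 is close to it. The tool moved the numbers of calls most: DESeq2's Wald test called 3856, 4180 and 246 transcripts. The counts depended on the libraries included. Leaving out 1-month-old replicate 2 gave 1454 calls between groups A and B and 198 between groups A and C, and leaving out any other library of either comparison gave 0. In the fits with 0 calls, from 5068 to 6741 transcripts had an unadjusted p under 0.05 between groups A and B. Between groups A and C there were from 5160 to 6807. Each such fit also has fewer libraries. With counts summed to genes, 1679 genes were called between groups A and B, 1945 between groups A and C and 0 between groups B and C, the last with 1554 genes at an unadjusted p under 0.05. Leaving out any one library of group A gave from 1391 to 2116 called genes over both comparisons, leaving out libraries of group B gave 0, 67 and 107, and leaving out libraries of group C gave 1339, 545 and 305. Between groups B and C, 154 genes were called without 24-month-old replicate 1, 13 with the exact test and 10 with DESeq2's Wald test. In simulated counts for 28297 transcripts with 200 changed, the quasi-likelihood test called 84, of which 78 were changed ones. Among called transcripts whose groups do not overlap, the largest falls from group A to group B were in RAG1 TCONS_00045973 (at least 9124-fold lower), MYB XM_018053235.1 (at least 1031-fold lower) and LOC102169353 XM_005678666.3 (at least 758-fold lower). The largest rises were in LOC102169353 XM_018042126.1 (at least 936-fold higher), LOC102169353 XM_018042144.1 (at least 457-fold higher) and AKAP13 TCONS_00061931 (at least 224-fold higher). Against group C the largest falls were in LOC102169353 XM_005678666.3 (at least 809-fold lower), ARPP21 XM_018038253.1 (at least 732-fold lower) and APBB1IP XM_018057042.1 (at least 1869-fold lower). The largest rises were in LOC102169353 XM_018042126.1, AKAP13 TCONS_00061931 and LOC102169353 XM_018042144.1, at least 1047-fold, 449-fold and 408-fold higher. The order within each list is that of the fitted fold change. The limits for falls use the mean of group A, which single libraries raise: 1-month-old replicates 1, 2 and 3 had 1138, 2876 and 484 CPM of RAG1 TCONS_00045973 and 81.7, 714 and 68.1 CPM of APBB1IP XM_018057042.1. MYB XM_018053235.1 and ARPP21 XM_018038253.1 were also highest in replicate 2, and LOC102169353 XM_005678666.3 in replicate 3. Summed over all transcripts, LOC102169353 changed by 0.37 and 0.26 on the log2 scale against groups B and C, and AKAP13 by -0.60 and 0.06.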

Numerous mRNAs were downregulated in group B and group C compared with group A (Fig. 1A). 

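Of the transcripts called between groups A and B, 712 were lower in group B (85.9%) and 117 were higher. Between groups A and C, 380 were lower in group C (83.9%) and 73 were higher. Among settings on transcripts, this share moved furthest in group B when 1-month-old replicate 2 was left out, to 73.0%. In group C it moved furthest with limma on log2(CPM + 1), chosen after seeing the data, to 65.3%. It was 75.3% and 70.6% with DESeq2's Wald test, and 77.9% and 70.9% with edgeR's exact test. With counts summed to genes it was 68.0% in group C. On summed counts it went further there, to 64.8% with the exact test and 62.8% without 24-month-old replicate 1.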

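In both comparisons with group A, 312 transcripts were called. All 312 changed in the same direction, and 268 were lower in both groups B and C. Across the 28757 transcripts tested in both comparisons, the log2 fold changes had a correlation of 0.816, and 82.8% had the same sign. These are values across transcripts, which are not independent replicates. Both comparisons use the same 3 libraries of group A. In 10 simulated draws of all 9 libraries without any difference between groups, chosen after seeing the data, the median correlation was 0.503 and the median same-sign share 66.9%. In such draws sharing group A gives these values by itself. Whether the wider spread between the real libraries of group A moves them was not tested. With edgeR's exact test, also chosen for this overlap after seeing the data, 1882 transcripts were shared, against 1 to 7 in those draws, where 39 to 81 were called per comparison. Across 14623 genes, log-CPM of a library of group B and a library of group C correlated with r from 0.924 to 0.977. Within group B r was from 0.973 to 0.978 and within group C from 0.924 to 0.969. The highest values between the groups came from 24-month-old replicate 1, with 0.972, 0.977 and 0.976 against 12-month-old replicates 1, 2 and 3. Within group C this library had 0.946 and 0.924 against replicates 2 and 3. Those 2 libraries had 0.969 with each other and from 0.924 to 0.956 with group B. Without 24-month-old replicate 1, 4656 of 14375 genes had an adjusted p under 0.05 between groups B and C (quasi-likelihood test, summed counts). Within group A r was 0.942 between replicates 1 and 3, and 0.814 and 0.797 between these and replicate 2. Genes are not independent replicates either.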

The clustering diagram of the differential expression patterns between the groups (Fig. 1B) shows that there were many DEGs between group A and group B and between group A and group C, while there were no significant DEGs between group B and group C.

**Figure 1:**
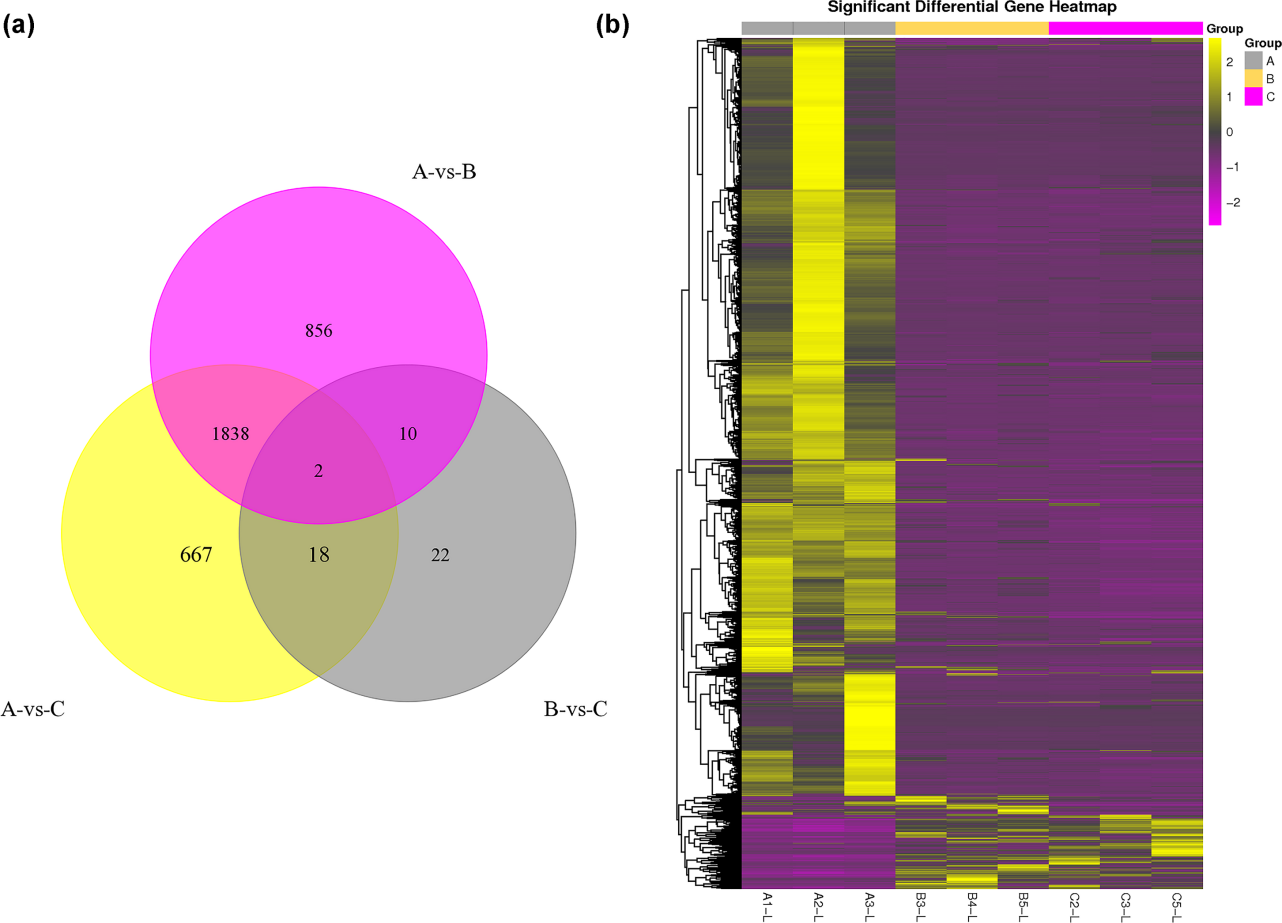
Statistical summary and clustering pattern of DEGs between three different age groups. (A) Statistical summary of DEGs between three different age groups. A were the samples for goats of 1-month-old (group A), B were the samples for goats of 12-month-old (group B ), C were the samples for goats of 24-month-old (group C). (B) Clustering pattern of DEGs between groups. Each column in thefigure represents a sample, and each row represents a transcript. The expression of transcripts in different samples was indicated by different colors. The yellower the color, the higher the expression, and the deeper the purple, the lower the expression.

### GO and KEGG pathway analyses

GO and KEGG enrichment analyses were performed on DEGs to further confirm their involvement in the regulation of biological processes. The GO analysis results are shown in Figs. 2 and 3. In the DEG enrichment analysis between group A and group B, 3,673 GO terms were obtained, among which 427 GO terms were significantly enriched, including 46, 16 and 365 GO terms in the cellular component, molecular function and biological process categories, respectively (FDR < 0.05) (Fig. 2A; Table S7). Between group A and group C, 3,569 GO terms were obtained, among which 362 GO terms were significantly enriched, including 41, 21, and 300 GO terms in the cellular component, molecular function and biological process categories, respectively (FDR < 0.05) (Fig. 2B; Table S8). Between group B and group C, 516 GO terms were obtained, but there were no significantly enriched annotations (FDR < 0.05) (Fig. 2C). Notably, the top four significantly enriched terms for the DEGs between group A and group B and the DEGs between group A and group C were the same; these terms were the immune system process (GO:00023761, FDR = 6.26E−38 and 1.44E−27, respectively), leukocyte activation (GO:0045321, FDR = 5.44E−33 and 2.78E−25, respectively), lymphocyte activation (GO:0046649, FDR = 9.28E−32 and 5.51E−24, respectively) and cell activation (GO:0001775, FDR = 2.57E−31 and 1.16E−23, respectively) terms. At the same time, most of the significantly enriched GO terms of group A vs. B and A vs. C in Biological Process were immune-related terms (Fig. 3).

**Figure 2:**
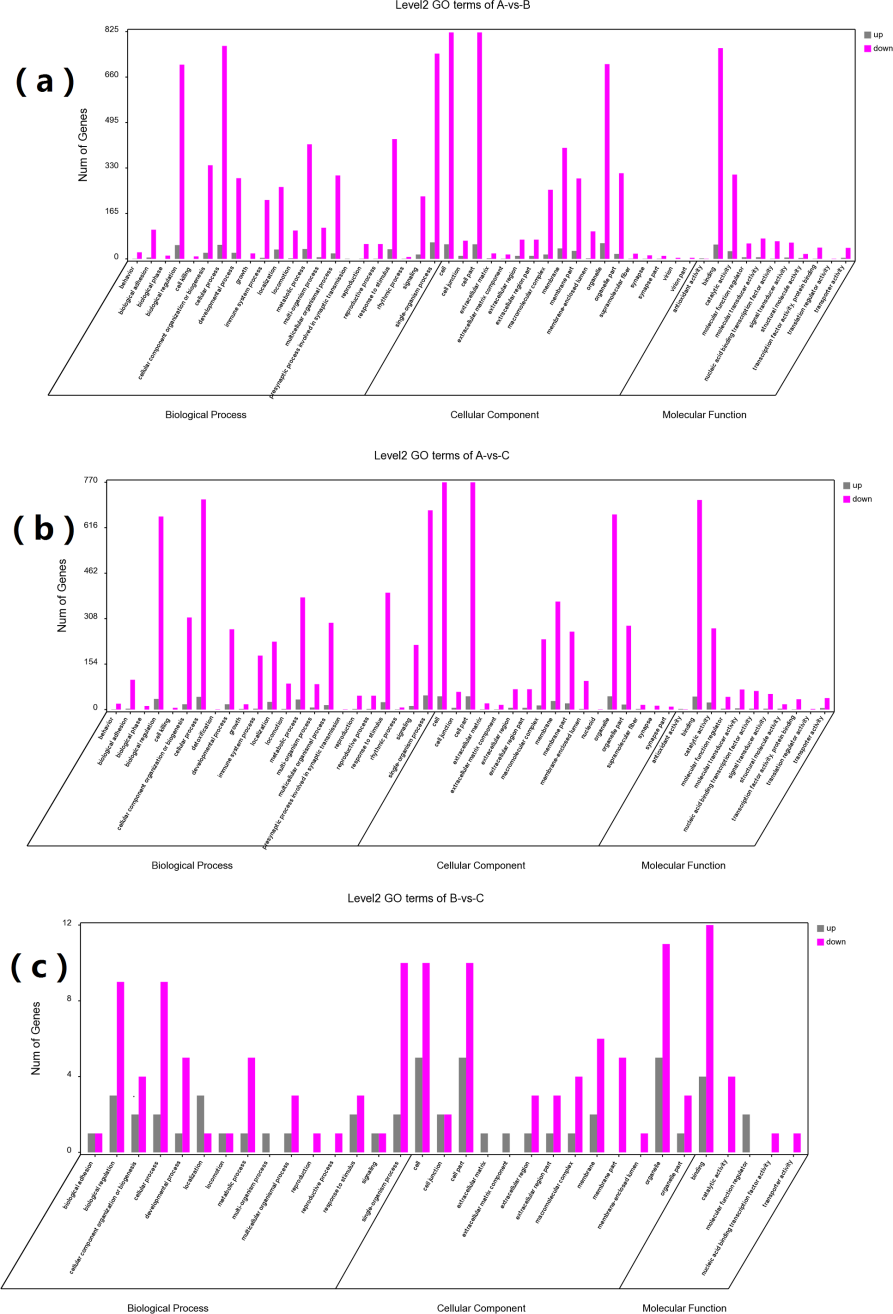
GO analysis of DEGs between different groups. The DEGs are classified into three categories: cellular component, molecular function, and biological process. The percentage of genes in each category and the number of genes are shown above. (A) GO analysis of DEGs between groups A and B. (B) GO analysis of DEGs between groups A and C. (C) GO analysis of DEGs between groups B and C.

**Figure 3:**
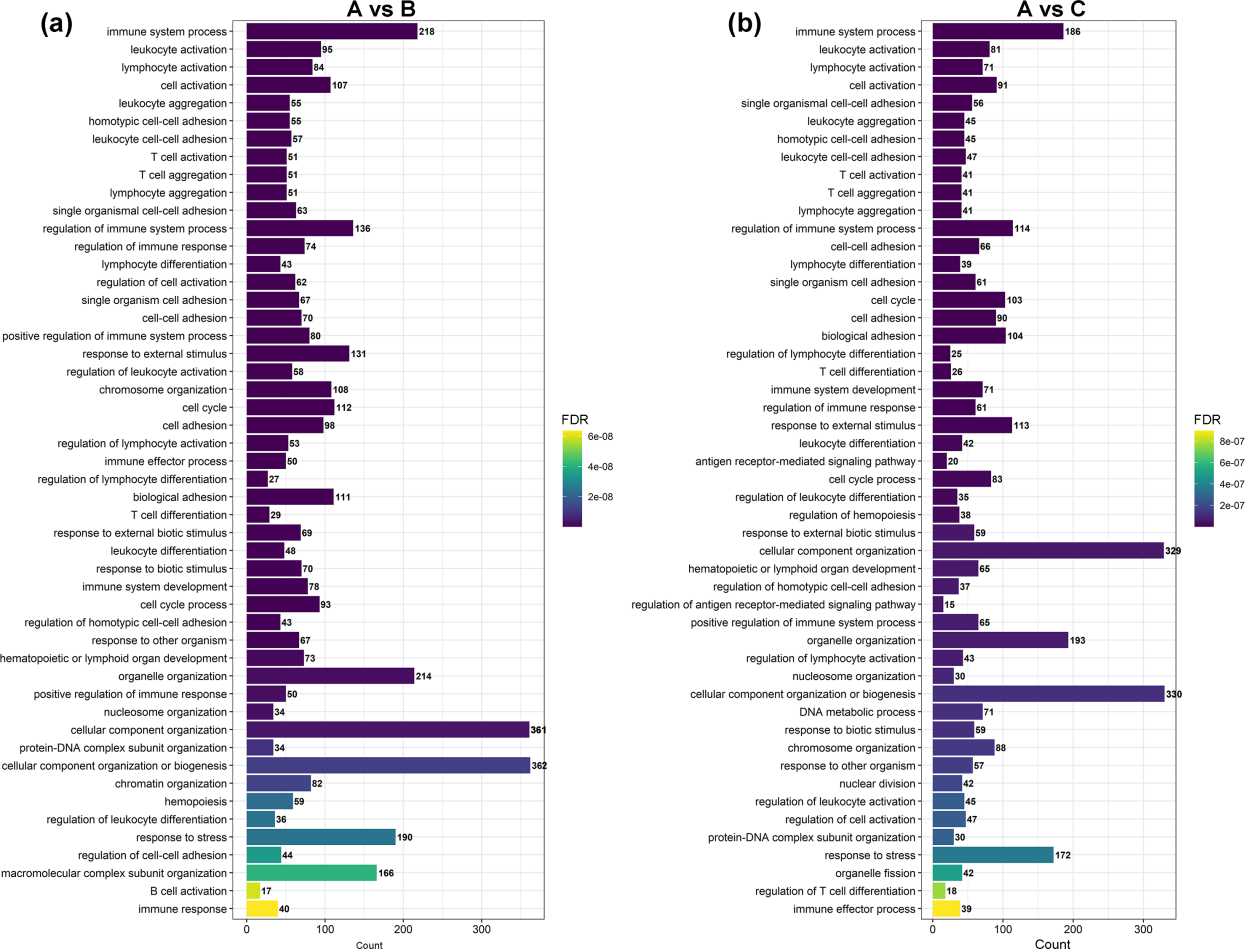
The most enriched GO terms of group A vs. B and group A vs. C in biological process. (A) The most enriched GO terms of group A vs. B. (B) The most enriched GO terms of group A vs. C.

KEGG pathway analysis helped to further elucidate the biological functions of the transcripts (Fig. 4). Analysis of the differentially expressed mRNAs among goats at 3 developmental stages revealed 769 DEGs between group A and group B, of which 456 DEGs were significantly enriched in 47 KEGG pathways (FDR < 0.05). Among all significantly enriched pathways, the systemic lupus erythaematosus (FDR = 1.90E−33) and T cell receptor (TCR) signalling pathways (FDR = 1.14E−17) were the most highly enriched (Fig. 4A). 

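From the boxes of the TCR pathway map in Fig. 8, 26 genes drawn as green boxes and 67 genes of the whole map were listed before the data were examined. They were read by eye from the figure, so a few boxes may be misread. In group B the median log2 fold change was -5.72 over the 26 green genes and -1.14 over the 61 genes of the whole map that were tested. With camera at a preset correlation of 0.01, the adjusted p was 2.05e-18 for the green genes and 1.75e-10 for the whole map. Both calls held under fry (adjusted p 0.00285 for each). Neither held under camera with an estimated correlation, the alternative that moved them most (adjusted p 0.132 for each). The study picked the green boxes from these libraries, and the whole map includes them, so neither result is independent evidence. The other boxes of the map had median levels of 43.0, 59.2 and 49.5 CPM in 1-month-old replicates 1, 2 and 3. In 12-month-old replicates 1, 2 and 3 these medians were 37.9, 45.3 and 43.4 CPM. The green genes held 0.407%, 1.32% and 0.311% of the counts in 1-month-old replicates 1, 2 and 3, and 0.0181% to 0.0226% in the libraries of group B. Without 1-month-old replicate 2 their median log2 fold change was -5.46. In the same 1-month-old libraries FOXN1, on a list of thymic epithelium genes, had 250, 1534 and 87.7 expected counts, and at most 1 in each library of group B.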

A total of 683 DEGs were identified between group A and group C, of which 390 DEGs were significantly enriched in 31 KEGG pathways (FDR < 0.05) (Fig. 4B). The pathways with the highest degrees of enrichment were again the systemic lupus erythaematosus (FDR = 3.97E−27) and TCR signalling pathways (FDR = 3.09E−19). 

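In group C the median log2 fold change against group A was -5.44 over the genes of the green boxes and -1.34 over the tested genes of the whole map. The adjusted p was 1.26e-18 and 5.74e-10 with camera at the preset correlation, and 0.00285 and 0.0035 with fry. With the correlation estimated, camera made neither call here either. Without 1-month-old replicate 2, which held the largest share of these genes' counts, the median of the green genes was -4.63. PRSS16, a further gene of the thymic epithelium list, had 1362, 5531 and 546 expected counts in group A and at most 1.17 in each library of group C.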

A total of 11 DEGs were identified between group B and group C that participated in 23 signalling pathways (Fig. 4C). However, only one gene was enriched per pathway, and no pathways reached a level of significant enrichment.

**Figure 4:**
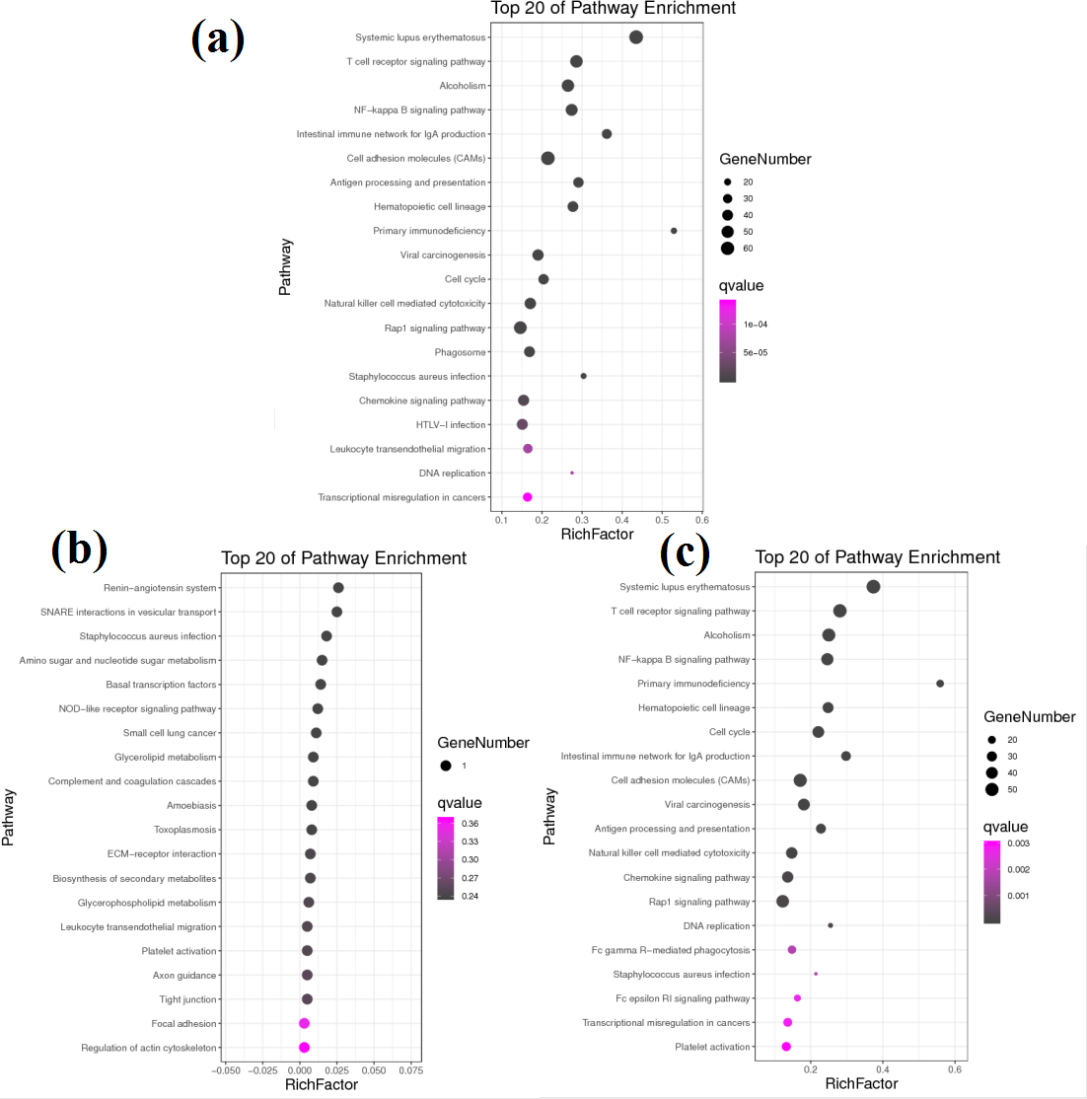
KEGG pathway analysis of DEGs between different groups. (A) KEGG pathway involved by DEGs between groups A and B. (B) KEGG pathway involved by DEGs between groups B and C. (C) KEGG pathway involved by DEGs between groups A and C.

Notably, more than half of all significantly enriched KEGG pathways between groups A and B and between groups A and C were related to immunity. Among the 47 significantly enriched KEGG pathways between groups A and B, 35 pathways belonged to the immune system and immune disease classes, and 12 other pathways belonged to the cancer and infectious disease classes. Similarly, among the 31 significantly enriched KEGG pathways between groups A and C, 20 pathways belonged to the immune system and immune disease classes, and 11 other pathways belonged to the cancer and infectious disease classes. These results reveal that there are transcription level differences in the submandibular glands between 1-month-old kids and adult goats. The DEGs between groups A and B and between groups A and C were all enriched in 10 identical immune system pathways. However, the Q values were different, and the upregulated genes were not exactly the same in both comparisons. 

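Of the 24 transcripts annotated as an immunoglobulin heavy chain, light chain or J chain, 15 were tested between groups A and B and 16 between groups A and C. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 were called in either comparison and 2 had an unadjusted p under 0.05 in each. Adjusted p ranged from 0.105 to 0.989 in group B and from 0.105 to 0.870 in group C. Adjusted over the list alone, 0 were under 0.05. The fitted change was higher for 8 and lower for 7 in group B, and higher for 10 and lower for 6 in group C. This division depended on single libraries and on the test. Leaving out 1-month-old replicate 3 gave 14 higher and 1 lower in group B and 15 and 3 in group C. Limma with either added constant, chosen after seeing the data, gave 12 and 3, and 12 and 4. Other settings moved it the other way. Leaving out 1-month-old replicate 2 gave 7 higher and 11 lower in group B and 9 and 11 in group C. DESeq2's Wald test, with more transcripts fitted, gave 9 and 14, and 11 and 13. The values of the 2 groups did not overlap for 9 and 6 of the 24, where chance gives 10%. DESeq2's Wald test moved the calls most: 4 in group B, 2 of them higher, and 3 in group C, 1 of them higher. Without 1-month-old replicate 2, 4 were called in group B, 3 of them higher. Reads of these genes can be split between near-identical copies by the counting, so the values of single transcripts are uncertain.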

The immunoglobulins involved in these 10 pathways were upregulated, while almost all the other genes were downregulated. The Q values and upregulation levels of the DEGs in the 10 immune system pathways between groups A and B and between groups A and C are shown in Table 3.

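In group A, expression as mean ± SD (SD, n = 3) was 100.05 ± 165 CPM for BAC7.5, 21.6 ± 34.8 CPM for MAP28, 22.9 ± 27.2 CPM for BAC5 and 39.8 ± 65.9 CPM for MAP34-B. It was 10.4 ± 17.3 CPM for CATHL1A, 17.7 ± 30.4 CPM for LOC102171106, 13.1 ± 22.03 CPM for LOC102169231 and 54.0 ± 85.8 CPM for LOC102170003. One library decided these means. The summed expected counts of the 8 transcripts were 57.8, 753 and 12281 in 1-month-old replicates 1, 2 and 3, so replicate 3 held 93.8% of them. Without replicate 3 the means were from 0.128 CPM (LOC102171106) to 7.64 CPM (BAC5).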

Among the DEGs, genes encoding 8 antibacterial peptides, including the BAC7.5 protein precursor, MAP28, BAC5, MAP34-B, CATHL1A, LOC102171106, LOC102169231 and LOC102170003, were relatively highly expressed in the transcriptome of group A (FPKM values: 162.88, 50.45, 46.60, 43.32, 22.67, 35.32333, 29.97333, and 123.5833, respectively). However, there was almost no expression of the above 8 peptide-encoding mRNAs in group B (FPKM values: all 0.001) and in group C (FPKM values: 0.001, 0.001, 0.026667, 0, 0.001, 0.001, 0.001, and 0.001, respectively). 

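All 8 transcripts had an expected count of 0 in each library of group B. In group C the only count was 1.07 for BAC5, in 24-month-old replicate 1. Against the floor of 3 counts, the transcripts were at least 63.2-fold (CATHL1A) to at least 609-fold (BAC7.5) lower in group B, and at least 67.4-fold to at least 650-fold lower in group C. These limits use the means of group A and so rest on 1-month-old replicate 3. Without it the means were 0.410 CPM for CATHL1A and 4.85 CPM for BAC7.5. Only BAC7.5, BAC5 and LOC102170003 passed the filter on low counts. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of these 3 were called, at adjusted p from 0.0780 to 0.146 in group B and from 0.0556 to 0.126 in group C, while 3 had an unadjusted p under 0.05 in each. Adjusted over the list alone, 3 were under 0.05 in each comparison, which is not independent evidence because the study chose the list on these samples. A two-sided exact permutation test gave 0.1 for 5 of the 8 transcripts, the smallest p that 3 against 3 allows, and 0.4 for CATHL1A, LOC102171106 and LOC102169231. The groups did not overlap for those 5, where chance gives 10%. DESeq2's Wald test and edgeR's exact test moved the calls most, to 3 in each comparison.

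**Figure D1:**
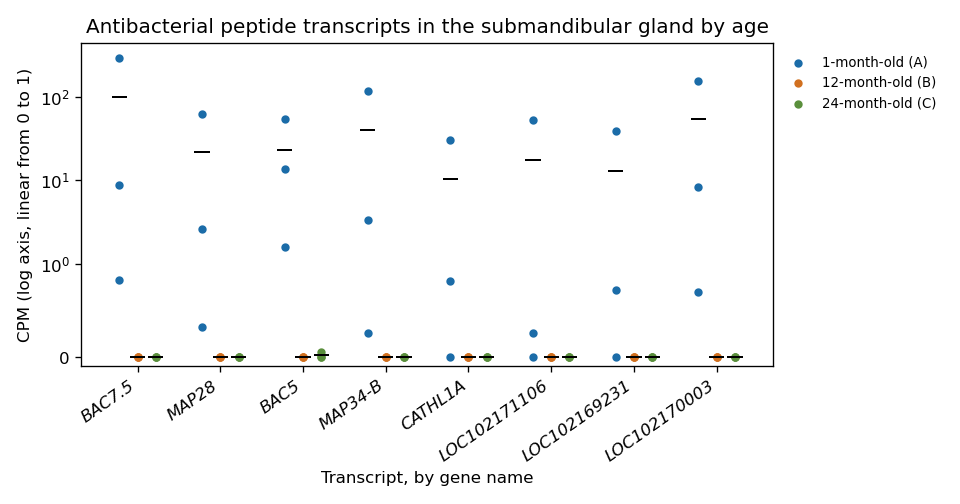
CPM of the 8 antibacterial peptide transcripts in each of the 9 libraries, with the mean of each age as a black line (linear axis from 0 to 1, logarithmic above). For BAC7.5 the mean was 100.05 CPM in group A with replicate 3 and 4.85 CPM without it.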

The above results are shown in Fig. 5A.

**Table 3:** Up-regulated genes in 10 immune system pathways between groups A and B, groups A and C. A were the samples for goats of 1-month-old (group A), B were the samples for goats of 12- month-old (group B ), C were the samples for goats of 24-month-old (group C).

**Pathway**	**A-vs-B**		**A-vs-C**	
	**up-regulated genes**	**FDR**	**up-regulated genes**	**FDR**
T cell receptor signaling pathway	no	1.14E−17	no	3.09E−19
Intestinal immune network for IgA production	BCR IgA	7.90E−15	BCR IgA	3.09E−11
Antigen processing and presentation	HSP70	7.42E−13	no	1.12E−08
Hematopoietic cell lineage	IgM,IgD	8.40E−13	IgM,IgD	2.36E−11
Natural killer cell mediated cytotoxicity	IgG	4.13E−07	IgG	8.75E−06
Chemokine signaling pathway	no	1.11E−05	no	8.03E−05
Leukocyte transendothelial migration	RhoGAP	7.35E−05	no	2.53E−02
Fc gamma R-mediated phagocytosis	IgG	3.47E−04	IgG	1.76E−03
Fc epsilon RI signaling pathway	PKC ,IgE	1.47E−02	PKC ,IgE	2.69E−03
Platelet activation	p190	3.51E−02	no	2.96E−03

**Figure 5:**
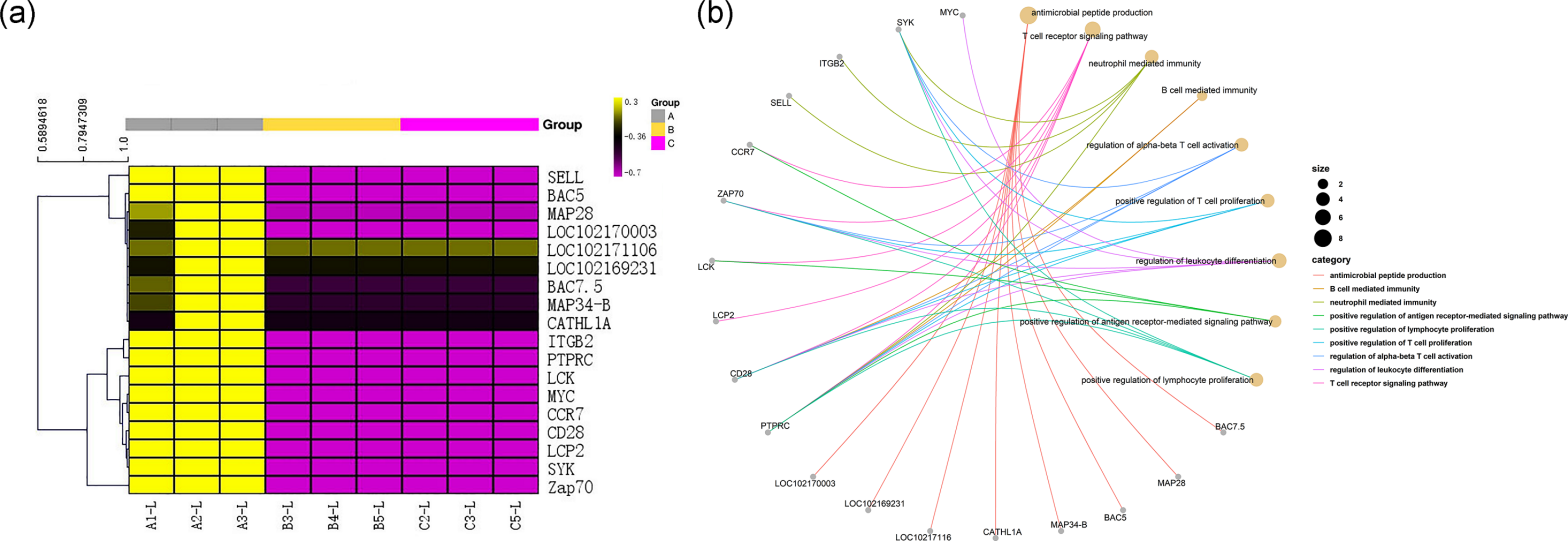
Gene immune function network analysis. (A) Heat map of expression quantity of eight antimicrobial peptides in nine samples. (B) Gene immune function network analysis of 10 genes selected by PPI analysis and the eight antimicrobial peptides.

### Screening of key regulatory genes

To further identify the key regulatory genes that caused the differential enrichment of salivary gland immune-related pathways between the different age groups, a PPI network analysis was performed. According to the KEGG pathway enrichment results, a total of 27 significantly enriched pathways overlapped between the two comparisons (A vs. B and A vs. C); these pathways contained 290 genes that overlapped between both comparisons.

All 290 genes were used for PPI network construction. A total of 2,319 interactions among 202 genes were obtained (Fig. 6). All genes in the network were ranked by interaction degree, and the top 10 were selected as potential key regulatory genes: PTPRC, CD28, SELL, LCP2, MYC, LCK, ZAP70, ITGB2, SYK and CCR7. 

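Summed over their transcripts, all 10 genes had a lower fitted level in groups B and C than in group A. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 9 of the 10 were called in group B (adjusted p up to 0.0555 over the 10) and 10 in group C (adjusted p up to 0.0459). Adjusted over the list alone, 10 were under 0.05 in each comparison. The study chose these genes on the same samples, so this is not independent evidence. The values of the 2 groups did not overlap for any of the 10 genes in either comparison, where chance gives 10%, and the two-sided exact permutation p was 0.1 for each, the smallest that 3 against 3 allows. MYC was not called in group B: 55.0 ± 44.5 CPM in group A against 11.7 ± 4.03 CPM (SD, n = 3), log2 fold change -2.21 (SE 0.643), adjusted p 0.0555. In group C it was 9.49 ± 5.61 CPM, with a log2 fold change of -2.44 (SE 0.702) and an adjusted p of 0.0459. The fold change of CCR7 was the largest of the 10 in size, with a log2 value of -8.63 in group B and -7.38 in group C. CCR7 had 335, 2374 and 622 expected counts in 1-month-old replicates 1, 2 and 3. Replicate 2 had few salivary gland transcripts, with 0.0131% of its counts on a list of salivary acinar and duct genes. Whether the counts of the 10 genes came from the gland or from other tissue was not settled. Without one library the largest fall among the 10 genes ranged from -7.63 to -9.92 in group B and from -6.34 to -7.80 in group C. It was smallest in size without 1-month-old replicate 2 in both. LCP2 and ITGB2 had log2 values of -4.68 and -4.23 in group B and -4.54 and -3.55 in group C. Leaving out libraries moved the calls most. In group B 0, 0 and 2 genes were called without 12-month-old replicates 1, 2 and 3, and at least 9 without any library of group A. Without 12-month-old replicates 1, 2 and 3 all 10 genes stayed lower. The smallest adjusted p was then 0.0511, 0.0513 and 0.0476 with the quasi-likelihood test. Each such fit also has fewer libraries, so lost calls alone do not show that the fall rests on 1 library. In group C 6 were called without 24-month-old replicate 3 and from 8 to 10 without any other library. Between groups B and C, 8 of the genes were tested and 0 called, with 2 at an unadjusted p under 0.05.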

We then performed KEGG enrichment analysis for the 10 key regulatory genes, and two signalling pathways were determined to be significantly enriched: the TCR signalling pathway (FDR = 5.0E−05) and the NF- κβ signalling pathway (FDR = 2.2E−02). Since these two pathways were also the top enriched pathways in the DEG enrichment analysis, we identified them as key pathways. Gene immune function network analysis was performed, and 8 GO terms were determined to be significantly enriched: T cell receptor signalling pathway (FDR = 1.65E−08), neutrophil mediated immunity (FDR =7.37E−05), B cell mediated immunity (FDR = 1.84E−07), regulation of alpha-beta T cell activation (FDR = 3.46E−06), positive regulation of T cell proliferation (FDR = 3.65E−06), regulation of leukocyte differentiation (FDR = 4.12E−06), positive regulation of antigen receptor-mediated signalling pathway (FDR = 5.92E−06), positive regulation of lymphocyte proliferation (FDR = 1.18E−05) (Fig. 6B).

**Figure 6:**
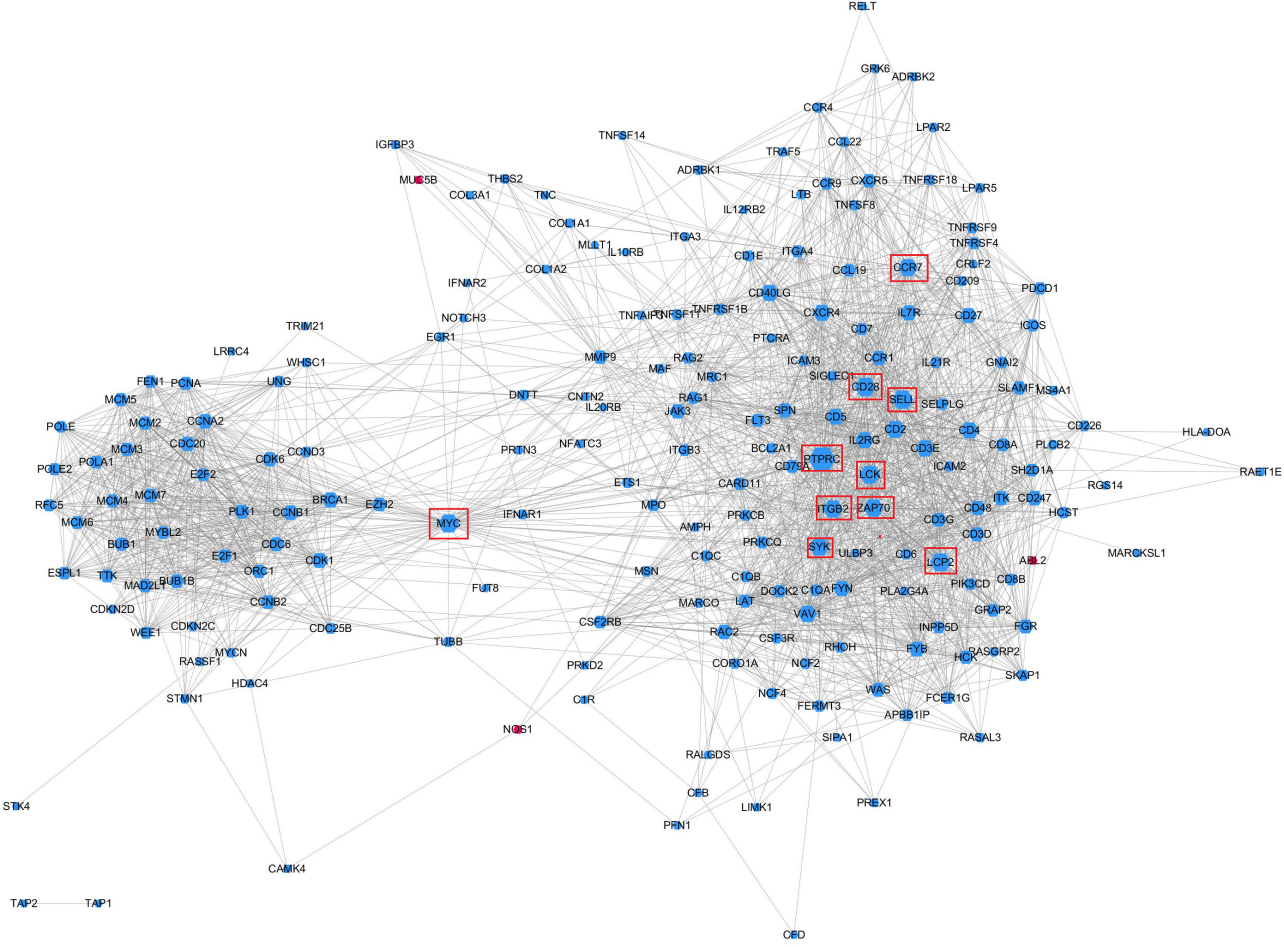
Protein–protein interaction networks of KEGG pathway significantly enriched genes. Gene node size was decided by the interaction degree value. Red node, Higher expressed in groups B and C; Blue node: Higher expressed in group A; Red boxes, potential key regulatory genes.

**Figure 7:**
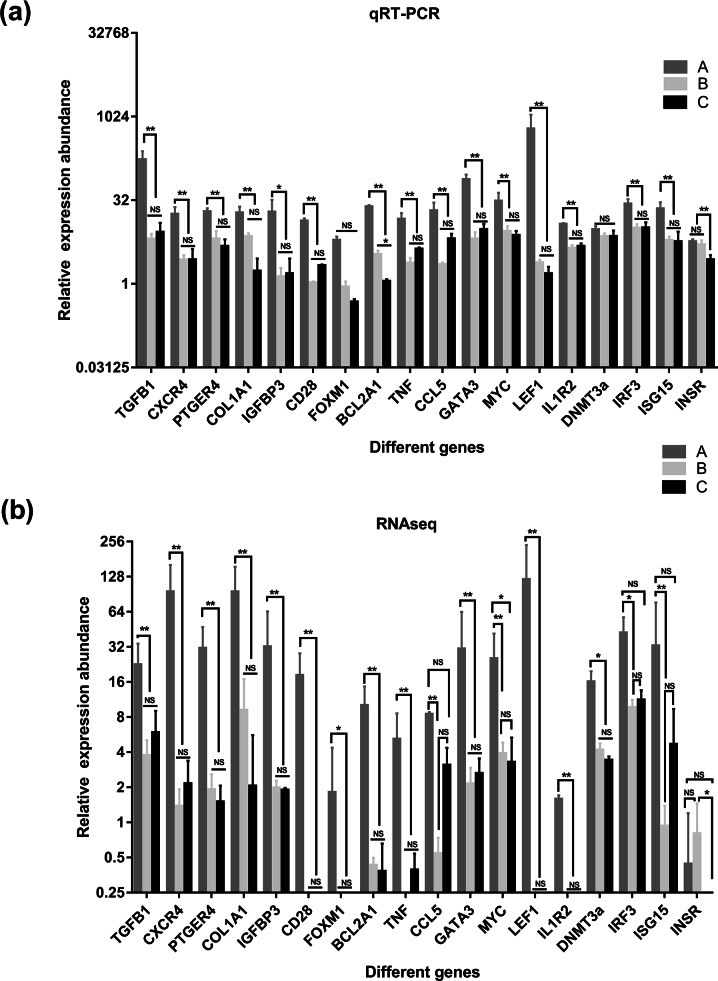
Comparison of relative expression of DEGs between RNA-Seq and real-time PCR results. (A) the results of qRT-PCR, (B) the results of qRT-PCR RNAseq. A were the samples for goat of 1-month-old (group A), B were the samples for goat of 12-month-old (group B), C were the samples for goat of 24-month-old (group C). Significant differences are indicated by * and ** (* indicates *p* < 0.01, ** indicates *p* < 0.05), NS indicates there is no significant differences.

### Validation of DEGs using RT-qPCR

To verify the accuracy of the sequencing and analysis results, 18 differentially expressed mRNAs were selected for RT-qPCR validation (Fig. 7). 

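For the transcripts of Table 1, 18 were tested between groups A and B, of which 17 had a lower and 1 (INSR) a higher fitted level in group B. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, CXCR4, PTGER4, CD28, BCL2A1, CCL5 and LEF1 were called (6), and 17 had an unadjusted p under 0.05. Between groups A and C, 17 were tested, and CXCR4, PTGER4, CD28 and LEF1 were called (4). Adjusted over the list alone, 17 and 13 were under 0.05. The study chose these transcripts on the same samples, so this is not independent evidence. The groups did not overlap for 17 and 15 of the 18, where chance gives 10%. The exact test moved the calls in group B most, to 15 (11 in group C), and counts summed to genes those in group C, to 12. Leaving out 1-month-old replicate 2 gave 8 and 3 calls, and leaving out any other library gave 0. DNMT3A XM_018055547.1 had 123 ± 42.2 CPM in group A, 41.7 ± 4.25 CPM in group B and 38.0 ± 4.73 CPM in group C (SD, n = 3). Its log2 fold change was -1.53 (SE 0.343, adjusted p 0.0679) in group B and -1.61 (SE 0.392, adjusted p 0.0790) in group C, under the fold change threshold in both.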

The RT-qPCR validation results for most selected genes were consistent with the RNA-seq results; only XM_018055547.1 of the DNA (cytosinE-5)-methyltransferase 3A (DNMT3a) gene did not show differential expression in the RT-qPCR analysis. In addition, the forkhead box protein M1 (FOXM1) and interleukin 1 receptor type 2 (IL1R2) genes, which were not expressed in the salivary glands of the goats in group B and group C based on the sequencing data, were detected by RT-qPCR in these two groups.

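The FOXM1 transcript of Table 1 had 3.75 ± 5.49 CPM in group A (SD, n = 3) and an expected count of 0 in each library of groups B and C, so it was at least 22.8-fold and at least 24.3-fold lower. Its adjusted p was 0.125 in group B and 0.118 in group C with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. In group A 196.8 of its counts were in replicate 2, and replicates 1 and 3 had 8.84 and 9.05. IL1R2 had 2.55 ± 0.313 CPM in group A (SD, n = 3) and 0 counts in each library of groups B and C, at least 15.6-fold and at least 16.6-fold lower, with adjusted p of 0.0514 and 0.0634. A count of 0 in these groups leaves up to the floor of 3 counts open, which is 0.120 to 0.165 CPM at the depth of these libraries before TMM. Summed over all its transcripts, FOXM1 had 12.7, 14.1 and 6.54 expected counts in the 3 libraries of group B and 2.14, 0 and 10 in those of group C.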

## Discussion

The growth and development of the submandibular gland is carried out under epithelial-mesenchymal interaction. The process is regulated by a complex cascade consisting of various signaling molecules, including growth/differentiation factors, receptors, cell adhesion molecules, extracellular matrix (ECM) proteins (Wang & Laurie, 2004). In recent years, the function of the submandibular gland gene is gradually discovered. RDH10-mediated metabolism of Vitamin A generates RA that activates RA signaling within the developing SMG, and that the RA signaling directly regulates embryonic growth and morphogenesis of the glan (Wright et al., 2015). Insulin-like growth factor-I (IGF-I), expressed in submandibular gland, may contribute to maintain the cell number, the expression and distribution of tight junction proteins and the paracellular barrier functions of SMIE cells. IGF-I system may participates in the maintenance of viability and the functions of submandibular gland cells (Mitsui et al., 2010). The expression of some of these genes is age-related (Baliu-Piqué et al., 2019). With the change of gene expression, the function of submandibular gland may also be changed. PACE4, a member of subtilisin-like proprotein convertases (SPCs), is critical for the development of submandibular gland. The expression of PACE4 changed during the gestation in rat, and at day 13.5 to 16, the expression level continued to decrease, which may indicate that it’s essential to induce epithelial cell growth during the early stages of bud growth in the submandibular gland (Akamatsu, 2010). The expression of Phospholipase Cβ3 (PLCβ3), which governed the Ca^2+^ signaling, was detected in submandibular gland of mice in newborn and postnatal 2 week by immunoblot, while no expression in postnatal 4 week and 8 week. This indicated the possibility that the differentiation of ductal basal cells into apical cells was weakened (Rawangwong et al., 2020).

Currently, a variety of studies focused on digestion and cell differentiation of submandibular glands. Studies on immune function of submandibular glands have been formed in mice, rat, and human (Carpenter et al., 2004; Salo, Ylikoski & Uusitalo, 1993), however, data on goats are very scarce. Immune-related genes were identified through transcriptome analysis in siamese fighting fish, chicken, dairy cows and giant panda (Amparyup et al., 2020; Guo et al., 2020; Wu et al., 2020; Wang et al., 2020). To understand the pathways and key regulatory genes involved in the immune regulation-related functions of goat submandibular glands at different developmental stages, high-throughput transcriptome sequencing was used in the present study to detect gene expression levels in these glands in goats at three developmental stages. In all of the nine samples, the bases of Q30 or above accouted for more than 94% of the total base of, and Q30 or above accouted for more than 98%. The result of alignment with reference genome showed that over 80% of the identified genes for the nine libraries could be mapped to the goat reference genome, the lowest mapping rate was 83.76%. In previous studies on mammary glands and on goat skin, the mapping haves have been no more than 80%, which indicated that the sequencing quality was high (Xiong et al., 2020; Lin et al., 2015).

We further screened the DEGs in the submandibular glands of the goats at three different stages of growth and development. There were 2,706 and 2,525 DEGs in group A vs. B and A vs. C, respectively. However, there were only 52 DEGs in group B vs. C. Compared with group A, 2,477 and 2,327 genes were downregulated in groups B and C, respectively, which indicated that the gene expression in goat submandibular glands was relatively stable after 12 months of age. This might be related to the complete growth and development of 12- and 24-month-old goats. It has previously been reported that in goats, the thymic mass and cellularity increased after birth and decreased in adults (Baliu-Piqué et al., 2018). 

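Table S5 lists 52 transcripts that differ between groups B and C, 39 lower and 13 higher in group C. Of these, 40 passed the filter on low counts, and all 40 had a fitted change in the listed direction and an unadjusted p under 0.05. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment 0 of them were called. The exact test called 37 of the 52 and DESeq2's Wald test 44. The study picked the list from these same libraries, so neither the matching directions nor these calls are independent evidence. In 46 of the 52, 1 of the 2 ages had no library above 3 counts. Of 51 with a gene, 4 belonged to a gene that the exact test called on summed counts. Tables S3 and S4 were read only in part (551 of the 2706 and 562 of the 2525 entries that the paper counts), so no overlap with them was computed.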

Our results also indicated a similar age-dependent manner in the development of submandibular glands.

To investigate the functional distribution of these DEGs, all DEGs were further analysed by GO and KEGG enrichment (Li et al., 2019). The GO results indicated that the most significant enriched term was the immune system process term (Figs. 2 and 3). We observed that 218 DEGs in group A vs. B were annotated into this term, and 214 of them were downregulated. In group A vs. C, 186 DEGs were annotated into this term, and 183 of them were downregulated. DEGs in group B vs. C were not significantly enriched for this term. Almost all of the DEGs were significantly enriched in immune-related terms, including leukocyte activation, lymphocyte activation, T cell activation, regulation of immune system process, regulation of immune response, regulation of leukocyte activation, regulation of lymphocyte activation, and immune response, which were related to immunity and disease resistance (Butler et al., 2009; Mohr & Siegrist, 2016; Morein, Blomqvist & Hu, 2007; Zens, Connors & Farber, 2017; Scheerlinck, 2016). Additionally, the 10 key genes predicted through PPI network analysis were annotated into eight immune-related GO terms (Fig. 5B). The results indicated that the submandibular glands may play vital roles in the innate immune system as the frontier line of immune defence in goat kids and weaken in adolescent and adult goats.

The KEGG pathway analysis results showed that the T cell receptor (TCR) signalling pathway and NF-κβ were two significantly enriched pathways. In the TCR signalling pathway, CD45, which is encoded by *PTPRC,* is an evolutionarily highly conserved receptor protein tyrosine phosphatase and is a central player in promoting T cell activation and development (Rheinländer, Schraven & Bommhardt, 2018). CD45 deficiency results in T- and B-lymphocyte dysfunction in the form of severe combined immune deficiency (Courtney, Lo & Weiss, 2018; Chakraborty & Weiss, 2014). Lck is a member of the Src family of nonreceptor protein tyrosine kinases that phosphorylate ZAP70 and ITK (Rohrs, Wang & Finley, 2016; Singh, Kashyap & Silakari, 2018). Zeta-chain associated protein kinase (ZAP70), a member of the Syk family kinase, is predominantly a tyrosine kinase protein that is involved in T cell receptor (TCR) signalling initiation and subsequent T cell activation. TCR signalling is orchestrated initially by coordinated interactions of the Lck and ZAP70 protein tyrosine kinases (Chanet al., 1992; Balagopalan et al., 2010; Zhang et al., 2000; Ahmed et al., 2005; Amin, Parker & Mann, 2008). Our results showed that in adolescent and adult goats, the T cell receptor signalling pathway may suggest weakened submandibular glands. 

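PTPRC, which encodes CD45, had 367 ± 155 CPM in group A, 13.97 ± 0.789 CPM in group B and 16.7 ± 0.724 CPM in group C (SD, n = 3). Its log2 fold change was -4.67 (SE 0.433, adjusted p 0.0059) in group B and -4.36 (SE 0.496, adjusted p 0.00321) in group C, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LCK had 501 ± 551, 1.71 ± 0.160 and 4.12 ± 0.515 CPM in the 3 groups, with log2 fold changes of -8.17 (SE 1.07, adjusted p 0.00860) and -6.85 (SE 0.977, adjusted p 0.00587). ZAP70 had 168 ± 152, 1.67 ± 0.513 and 2.91 ± 0.711 CPM, with log2 fold changes of -6.63 (SE 0.837, adjusted p 0.00820) and -5.77 (SE 0.775, adjusted p 0.00481). For each of these 3 genes the highest level was in 1-month-old replicate 2, at 541, 1135 and 343 CPM, and every library of group A was above every library of groups B and C. In that replicate a list of salivary acinar and duct genes held 0.0131% of the counts and a thymocyte list 1.22%. FOXN1, on a list of thymic epithelium genes, had 250, 1534 and 87.7 expected counts in 1-month-old replicates 1, 2 and 3, and at most 2 later. The levels of PTPRC, LCK and ZAP70 therefore do not tell gland from other tissue in the 1-month-old samples.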

In this study, the expression of *CD45, LCK, ITK* and *ZAP70,* which were also predicted to be potential key regulatory genes by PPI network analysis, was significantly downregulated in the TCR signalling pathway (Fig. 8) in adolescent and adult goats (Courtney et al. 2017). This may suggest the reason why the immune function of submandibular glands weakened with growth. At the same time, the expression of CD28 was downregulated in adolescent and adult goats in our results. 

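CD28 had 43.6 ± 29.6 CPM in group A, 0.261 ± 0.249 CPM in group B and 0.525 ± 0.0743 CPM in group C (SD, n = 3). Its log2 fold change was -7.31 (SE 1.04, adjusted p 0.0101) in group B and -6.26 (SE 0.681, adjusted p 0.00269) in group C, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In single libraries CD28 had 472, 1440 and 347 expected counts in group A, 5.21, 0 and 8.99 in group B and 7.50, 11.7 and 10 in group C. Whether its counts in group A came from the gland or from other tissue in those samples was not settled. From the lower expression of genes of the TCR signalling pathway, CD45, LCK and ZAP70 among them, the paper proposes a reason why the immune function of the gland weakened with growth, and it proposes that CD28 may also weaken T cell activation through the same pathway.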

The CD28 receptor provides a critical second signal alongside TCR ligation for naive T cell activation (Esensten et al., 2016). Thus, CD28 may also weaken T cell activation by the role of the TCR signalling pathway.

**Figure 8:**
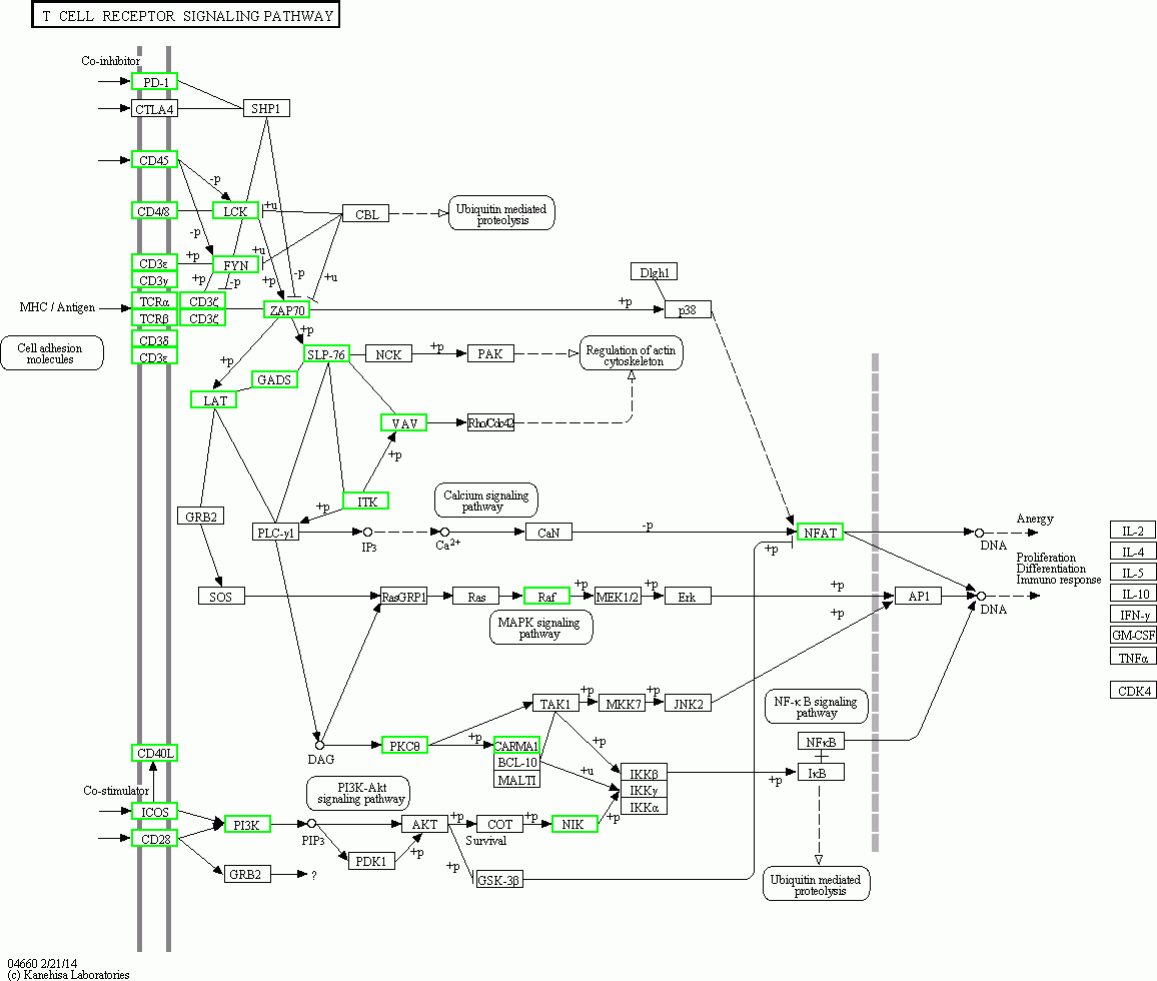
Pathway map of TCR siganalling pathway in KEGG. The green boxes represent down-regulated genes.

Three key regulatory genes (LCK, ZAP70 and SYK) were significantly enriched in another potential key regulatory pathway, the NF-kappa B signalling pathway. The canonical N-κβ signalling pathway is regarded as the central regulator of the inflammatory response in normal physiology (Cildir, Low & Tergaonkar, 2016). Phosphorylation of LCK and ZAP70 activates the LCK-NF-κB axis (Huang et al., 2011). SYK can activate the NF-κB pathway, which subsequently triggers excessive production of chemokines and cytokines, leading to inflammatory responses (Lee, Chain & Cho, 2009). 

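SYK had 202 ± 134 CPM in group A, 23.2 ± 1.71 CPM in group B and 24.0 ± 0.923 CPM in group C (SD, n = 3). Its log2 fold change was -3.09 (SE 0.530, adjusted p 0.0141) in group B and -2.98 (SE 0.552, adjusted p 0.0123) in group C, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 1-month-old replicates 1, 2 and 3, SYK had 1656, 6617 and 2192 expected counts, LCK 3485, 21087 and 2149, and ZAP70 1326, 6378 and 1141. The largest number in a library of groups B and C was 483 for SYK, 89 for LCK and 70 for ZAP70. Whether the counts in group A came from the gland or from other tissue in those samples was not settled.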

Similar to the TCR signalling pathway, in the NF-κβ signalling pathway, all three key regulatory genes were downregulated in adolescent and adult goats. Taken together, our findings indicate that the downregulated DEGs related to the TCR signalling pathway and NF-κβ signalling pathway activation may be responsible for immune function in the submandibular gland in goat kids. Therefore, the function of these genes deserves further attention. The expression levels of IgA, IgE, IgD, IgM and IgG in the submandibular glands of adolescent and adult goats were significantly upregulated (Table 3). 

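The abundant IgA chain IGHA1 TCONS_00062998 had 548 ± 574 CPM in group A, 14583 ± 5480 CPM in group B and 14872 ± 5638 CPM in group C (SD, n = 3). Its log2 fold change was 4.80 (SE 1.35, adjusted p 0.105) in group B and 4.88 (SE 1.40, adjusted p 0.107) in group C, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its groups did not overlap. A second IgA chain, IGHA1 TCONS_00063018, had log2 fold changes of 4.15 (adjusted p 0.107) and 2.80 (adjusted p 0.251). For IgM, IGHM TCONS_00063000 had 796 ± 788, 461 ± 260 and 1003 ± 799 CPM, with log2 fold changes of -0.71 (adjusted p 0.716) and 0.47 (adjusted p 0.867). For IgG, IGHG4 TCONS_00063012 had 3597 ± 5413, 1694 ± 1143 and 1831 ± 1021 CPM, with log2 fold changes of -1.004 (adjusted p 0.746) and -0.84 (adjusted p 0.814). The group A mean of IGHG4 rested on 1-month-old replicate 3 (9828 CPM, against 909 and 54.1 CPM in replicates 1 and 2), and without that library its log2 fold changes were 1.82 and 1.98. Likewise the change of IGHM in group B was 0.30 without 1-month-old replicate 3. In group C it was -0.14 without 1-month-old replicate 2 and -0.27 without 24-month-old replicate 3. For IgE, IGHE TCONS_00063017 had 1.51 ± 1.27, 0.201 ± 0.223 and 0.579 ± 0.820 CPM, with log2 fold changes of -2.84 (adjusted p 0.309) and -1.29 (adjusted p 0.681). The J chain transcript JCHAIN XM_005681729.3 had 407 ± 434, 2665 ± 206 and 1170 ± 553 CPM, with log2 fold changes of 2.79 (adjusted p 0.317) and 1.62 (adjusted p 0.578). No IgD heavy chain was among the annotated transcripts. Summed to genes, 2 items of the list were called in group B, both higher, and 3 in group C, 2 of them higher.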

Based on the analysis results, we hypothesize that the submandibular glands may be one of the important immunological organs several months after birth and that immunoglobulins play a major immunological role later in life.

Additionally, we found that 8 antibacterial peptide (AMP) genes (BAC7.5, MAP28, BAC5, MAP34-B, CATHL1A, LOC102171106, LOC102169231 and LOC102170003) enriched in the salivary secretion pathway were downregulated in groups B and C compared with group A. Animal AMPs, which form a class of peptides of animal origin that show broad-spectrum antimicrobial activity (Mwangi et al., 2019), are essential components of the innate immune system (Young-Speirs et al., 2018; Mwangi et al., 2019; Panteleev et al., 2018). In goats, several AMPs have been identified and characterized from bone marrow, neutrophils, epithelia and mammary glands (Young-Speirs et al., 2018; Bagella, Scocchi & Zanetti, 1995; Kościuczuk et al., 2012; Zaiou & Gallo, 2002), and no AMP data are available in submandibular glands to date. The 8 AMPs that have high antimicrobial activity against gram-negative bacteria were also enriched in the tuberculosis pathway. DEG analysis revealed that the expression levels of the above 8 AMPs in the submandibular glands of goat kids were higher than those in adolescent and adult goats, indicating that the 8 AMPs may play an important role in the immune system in goat kids to fully understand the potential functions of cathelicidins in goats, we need to precisely understand their in vivo roles.

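Each of the 8 peptide transcripts had its highest level in 1-month-old replicate 3. For BAC7.5 the 3 libraries of group A had 0.831, 8.86 and 290 CPM. In the same libraries, genes of a myeloid precursor list and of a mature neutrophil list were also highest in replicate 3. MPO had 25.9, 291 and 4771 expected counts in 1-month-old replicates 1, 2 and 3 and at most 13 in each library of groups B and C, and S100A12 had 30.7, 170 and 5286 and at most 57.3.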

In conclution, GO and KEGG analyses explained the immune function of the submandibular gland in goat kids, Molecular-assisted breeding techniques have been used for goat breeding (Dodds, McEwan & Davis, 2007). The 10 potential key regulatory genes found in our research might contribute to the enhancement of molecular breeding for the improvement of goat immunity.

## Conclusions

High-throughput transcriptome sequencing was conducted on nine submandibular gland samples from goats at 1, 12 and 24 months of age (three replicates per age). DEG analysis revealed the existence of 2,706, 2,525 and 52 differentially expressed mRNAs between 1-month-old and 12-month-old goats, between 1-month-old and 24-month-old goats, and between 12-month-old and 24-month-old goats, respectively. GO and KEGG enrichment analyses of the DEGs revealed that the immune system GO term, TCR signalling pathway and the NF-κβ signalling pathway were significantly enriched. Ten key regulator genes identified by the PPI network were identified as potential key regulatory genes. In this research, we revealed the immune functions of goat submandibular glands at different ages and analysed the key genes and signalling pathways. To further understand the immune mechanism of submandibular glands, we need to further study the exact function of key regulator genes at the molecular level.

##  Supplemental Information

10.7717/peerj.9947/supp-1 Table S1 Reads of The Nine Libraries A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C). Click here for additional data file.

10.7717/peerj.9947/supp-2 Table S2 Statistics of known mRNAs and new transcripts of different age groups A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C). Click here for additional data file.

10.7717/peerj.9947/supp-3 Table S3 Differential Expression mRNA A-vs-B A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ) Click here for additional data file.

10.7717/peerj.9947/supp-4 Table S4 Differential Expression mRNA A-vs-C A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C). Click here for additional data file.

10.7717/peerj.9947/supp-5 Table S5 Differential Expression mRNA B-vs-C 3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C). Click here for additional data file.

10.7717/peerj.9947/supp-6 Table S6 Statistics of known and new transcripts in each sample A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C). Click here for additional data file.

10.7717/peerj.9947/supp-7 Table S7 Significantly enriched GO terms of DEGs between group A and B Click here for additional data file.

10.7717/peerj.9947/supp-8 Table S8 Significantly enriched GO terms of DEGs between group A and C Click here for additional data file.

# Supplementary material for: Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages
**Source:** PeerJ. 2020 Oct 7;8:e9947. doi: 10.7717/peerj.9947
**Supplement:** Table S1 — A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C).

**[Table S1:](file:///C:\\Users\\Administrator\\Desktop\\%E5%85%A8%E8%BD%AC%E5%BD%95%E7%BB%84%E7%BB%93%E9%A2%98%E6%8A%A5%E5%91%8A%20%E5%AE%8C%E6%95%B4%E7%89%88%2020190305\\GDR4449-Capra_hircus-9-lncRNA-result\\GDR4449-Capra_hircus_-9-lncRNA-result\\src\\doc\\data_stat.html" \l "Reads 过滤信息统计表说明)**

**[Reads of The Nine Libraries](file:///C:\\Users\\Administrator\\Desktop\\%E5%85%A8%E8%BD%AC%E5%BD%95%E7%BB%84%E7%BB%93%E9%A2%98%E6%8A%A5%E5%91%8A%20%E5%AE%8C%E6%95%B4%E7%89%88%2020190305\\GDR4449-Capra_hircus-9-lncRNA-result\\GDR4449-Capra_hircus_-9-lncRNA-result\\src\\doc\\data_stat.html" \l "Reads 过滤信息统计表说明)**

| Sample | Clean Reads Num | HQ Clean Reads | Num  (%) | Adapter  (%) | Low Quality  (%) | Poly A  (%) | N  (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A1-L | 96998078 | 96072674 | 99.05% | 343758 (0.35%) | 581052  (0.6%) | 296 (0%) | 1 (0%) |
| A2-L | 88331132 | 87245234 | 98.77% | 349930  (0.4%) | 735546 (0.83%) | 211 (0%) | 0 (0%) |
| A3-L | 114954540 | 113739046 | 98.94% | 419996 (0.37%) | 794754 (0.69%) | 371 (0%) | 1 (0%) |
| B3-L | 104960244 | 103951102 | 99.04% | 329876 (0.31%) | 678704 (0.65%) | 281 (0%) | 0 (0%) |
| B4-L | 86933502 | 86181538 | 99.14% | 250188 (0.29%) | 501370 (0.58%) | 203 (0%) | 0 (0%) |
| B5-L | 97842854 | 96775574 | 98.91% | 377264 (0.39%) | 689494 (0.7%) | 260 (0%) | 1 (0%) |
| C2-L | 88505540 | 87599270 | 98.98% | 259406 (0.29%) | 646438 (0.73%) | 213 (0%) | 0 (0%) |
| C3-L | 93855424 | 92790270 | 98.87% | 310694 (0.33%) | 753986 (0.8%) | 235 (0%) | 2 (0%) |
| C5-L | 90614558 | 89431754 | 98.69% | 353238 (0.39%) | 829104 (0.91%) | 231 (0%) | 0 (0%) |
| summary | 862995872 | 853786462 | / | / | / | / | / |

# Supplementary material for: Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages
**Source:** PeerJ. 2020 Oct 7;8:e9947. doi: 10.7717/peerj.9947
**Supplement:** Table S2 — A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C).

**Table S2:**

**Statistics of known and new transcripts in each group**

| Sample Name | Known mRNA Num | New mRNA Num | All mRNA Num |
| --- | --- | --- | --- |
| A1-L | 27763 (65.04%) | 7355 | 35118 |
| A2-L | 26710 (62.57%) | 6778 | 33488 |
| A3-L | 28581 (66.96%) | 7549 | 36130 |
| B3-L | 26068 (61.07%) | 6821 | 32889 |
| B4-L | 25347 (59.38%) | 6544 | 31891 |
| B5-L | 25819 (60.49%) | 6658 | 32477 |
| C2-L | 25075 (58.74%) | 6504 | 31579 |
| C3-L | 23988 (56.20%) | 6107 | 30095 |
| C5-L | 23946 (56.10%) | 6080 | 30026 |

# Supplementary material for: Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages
**Source:** PeerJ. 2020 Oct 7;8:e9947. doi: 10.7717/peerj.9947
**Supplement:** Table S6 — A1-L, A2-L, A3-L were the samples for goats of 1-month-old (group A), B3-L, B4-L, B5-L were the samples for goats of 12-month-old (group B ), C2-L, C3-L, C5-L were the samples for goats of 24-month-old (group C).

**Table S7:**

**Statistics of known and new transcripts in each sample**

| **Sample Name** | **Known mRNA Num** | **New mRNA Num** | **All mRNA Num** |
| --- | --- | --- | --- |
| **A1-L** | 27763 (65.04%) | 7355 | 35118 |
| **A2-L** | 26710 (62.57%) | 6778 | 33488 |
| **A3-L** | 28581 (66.96%) | 7549 | 36130 |
| **B3-L** | 26068 (61.07%) | 6821 | 32889 |
| **B4-L** | 25347 (59.38%) | 6544 | 31891 |
| **B5-L** | 25819 (60.49%) | 6658 | 32477 |
| **C2-L** | 25075 (58.74%) | 6504 | 31579 |
| **C3-L** | 23988 (56.20%) | 6107 | 30095 |
| **C5-L** | 23946 (56.10%) | 6080 | 30026 |

A1-L、 A2-L、 A3-L were the samples for goat of 1-month-old (group A), B3-L、B4-L、B5-L were the samples for goat of 12-month-old (group B ), C2-L、C3-L、C5-L were the samples for goat of 24-month-old (group C).

# Supplementary material for: Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages
**Source:** PeerJ. 2020 Oct 7;8:e9947. doi: 10.7717/peerj.9947
**Supplement:** Table S7

**Table S8:**

**Significantly enriched GO terms of DEGs between group A and B**

# Supplementary material for: Transcriptome analysis reveals potential immune function-related regulatory genes/pathways of female Lubo goat submandibular glands at different developmental stages
**Source:** PeerJ. 2020 Oct 7;8:e9947. doi: 10.7717/peerj.9947
**Supplement:** Table S8

**Table S9:**

**Significantly enriched GO terms of DEGs between group A and C**

How the deposited data were processed for this re-analysis (not part of the article)

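Transcript levels in submandibular glands of goats at 3 ages were measured by RNA-seq in 9 libraries, 3 from 1-month-old (group A), 3 from 12-month-old (group B) and 3 from 24-month-old goats (group C). The authors sequenced the libraries on an Illumina HiSeq instrument, filtered the reads, removed ribosomal RNA reads with Bowtie2, aligned the rest to the goat genome with TopHat2 and assembled transcripts with Cufflinks. The deposited values are expected counts per transcript and library that the authors obtained with RSEM, not normalized for depth or length. That they are expected counts was checked on the table: 3.49% of the values above 0 are whole numbers. The table holds 52739 transcripts, 42686 known and 10053 new, and neither FPKM nor transcript lengths.

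CPM values were computed here from the expected counts that the authors deposited, with TMM library sizes. Gene names and products were taken from the table. Of the 42686 known identifiers, 42652 (99.9%) match the RefSeq annotation of assembly GCF_001704415.2, which served for names only, since the paper does not name its build, and no coordinates are given. Of the new transcripts 432 carry no gene symbol, and 4 symbols had turned into dates and were not used as names. Some listed genes appear in the table only under a LOC symbol (ZAP70, S100A12, CTSG, KLK1, MYH2, FCGR3A and HBA), and they were found by their product description after the data were examined. Transcripts summed to 21230 genes.

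Total expected counts per library were from 1.15e+07 to 2.49e+07, lower in each library of group A than in each of the others. At these depths 3 counts correspond to 0.120 to 0.260 CPM. Differences under that level were not detectable, a group with no library above 3 counts was set to that floor for folds, and such folds are lower bounds. No fold is given where both groups are at the floor. The median log2 fold change of a gene list is also given with such genes at their bound.

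Each pair of ages was compared without pairing, with only the 6 libraries of that pair, by edgeR 4.0.16 (R 4.3.3) on counts rounded to whole numbers: filterByExpr, TMM, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all transcripts tested. A transcript or gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2. The FPKM threshold planned as part of this rule could not be applied. Transcripts named with an accession were tested as transcripts, and genes named without one as the sum of their transcripts. Calls within short lists were also adjusted over the list alone. Values of 3 against 3 libraries were compared by two-sided exact permutation tests in scipy 1.17.1, planned on FPKM and run on CPM, whose smallest p is 0.1. With 3 against 3, chance separates 2 groups in 10% of genes.

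The text names the genes and transcripts that the paper names, the genes of the marker lists, and for each comparison the 3 called transcripts with the largest rise and the 3 with the largest fall in fitted fold change among those whose groups do not overlap. This rule was set before the data were examined. The immunoglobulin list holds every transcript whose symbol or product names a heavy chain, a light chain or the J chain, the surrogate light chains included (24 transcripts).

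Genes of the TCR pathway map in Fig. 8 were tested as sets on log-CPM of summed counts with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry and camera at an estimated correlation as alternatives. The 12 marker lists (thymocyte, thymic epithelium, B cell, lymph node stroma, myeloid precursor, mature neutrophil, erythroid, plasma cell, salivary acinar and duct, skeletal muscle, extracellular matrix and cell cycle) were tested with fry, adjusted over 45 tests that include the map and the 3 comparisons, and compared with 10000 random gene lists matched on mean expression. Among the gene names, FDCSP, HBB and BPIFA2 were not found. Results for single genes that are withheld are not reported here.

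The alternatives were DESeq2's size factors and upper-quartile normalization in edgeR, DESeq2 1.42.0 with its Wald test, edgeR's exact test, no filter on low counts, all 9 libraries in one fit, counts summed to genes, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were a threshold of CPM over 1 in place of FPKM, fold changes from CPM means, limma on log2(CPM + 1) and log2(CPM + 0.01), the exact test for overlaps and splits, totals or the 100 most abundant transcripts as a basis of scaling, and leaving out each library for the marker lists. Alternatives that need FPKM were not run.

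The tests were tested on simulated data: counts for 28297 transcripts were drawn from the means, dispersions and library sizes of the older groups, with 200 transcripts changed. The quasi-likelihood test called 84, of which 78 were changed (39% of the 200) and 6 were not. The exact test called 221, 130 changed (65%) and 91 not, and DESeq2's Wald test 310, 140 changed (70%) and 170 not. The slope of fitted on true log2 fold changes was 1.01, 1.01 and 0.993. With 0 changed transcripts the tests made 0, 49 and 177 calls. To judge the overlap of the 2 comparisons that share group A, all 9 libraries were simulated 10 times from the mean of group A, without differences between groups, a simulation chosen after seeing the data. Random draws used seed 20. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures made with matplotlib 3.10.9.

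Not analysed here were the KEGG and GO enrichments and the PPI network, which need annotations beyond the table, and the RT-qPCR measurements. Tables S3 and S4 were read only in part and no overlap with them was tested. Libraries B3-L, B4-L, B5-L, C2-L, C3-L and C5-L of the paper were not matched one by one to the table.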

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

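The marker lists, the TCR pathway genes, the named-gene rule, the test and its thresholds were chosen before the data were examined, as were the tests of thymus and lymph node tissue given in this part. The tests of the share of gland cells, of 1-month-old replicate 2 alone, of a few abundant transcripts and of the cell cycle list were chosen only after the results were seen. Attention was drawn by signal in 5 marker lists that the paper does not examine: each was lower at 12 and at 24 months than at 1 month and passed fry with Benjamini-Hochberg adjustment over 45 tests. Among 10000 random lists matched on mean expression, their medians lay at percentile 0 at both ages, except B cells at 24 months (0.02) and lymph node stroma (1.69 and 0.87). Log2 fold changes are the older age minus the younger.

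The median log2 fold change of the thymocyte list was -9.28 at 12 months and -8.78 at 24 months (-9.21 and -8.38 with genes at the floor set to their bound), with fry adjusted p of 0.00715 and 0.00722. All 12 genes were higher in every 1-month-old library than in every older library, which chance gives for 1.19% of genes. The most abundant gene, RAG1, had 24119, 81052 and 10277 expected counts in 1-month-old replicates 1, 2 and 3 and at most 15.0 in an older library. CD8B had 3784, 29207 and 1867 and at most 52. Of the 12 genes, 8 are in the study's PPI network, 2 are also on another list and 4 were above 3 counts in all 6 older libraries. Without 12-month-old replicate 1 the adjusted p was 0.0639, and without 24-month-old replicates 2 and 3 it was 0.0602 and 0.0587. Over the fits that each left out 1 library it ranged from 0.00175 to 0.0639 at 12 months and from 0.00193 to 0.0602 at 24 months.

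The median of the thymic epithelium list was -8.48 and -7.62 (-6.62 and -6.31 at the bound), with fry adjusted p of 0.0168 at both ages. All 8 genes were higher in every 1-month-old library than in every older one. PRSS16 had 1362, 5531 and 546 expected counts at 1 month and at most 1.17 later, TBATA 1494, 7790 and 530 and at most 3.21, CCL25 1115, 6253 and 440 and from 14.6 to 48.4, and FOXN1 250, 1534 and 87.7 and at most 2. Above 3 counts in all 3 libraries of 1-month-old goats were 7 of the 8 genes (AIRE had 2.19 in replicate 3). None of the 8 is in the study's network, 0 are on another list, 1 was above 3 counts in all 6 older libraries and 5 were at or under 3 counts in all of them. Without 12-month-old replicates 1, 2 and 3 the adjusted p was 0.103, 0.0750 and 0.0797, and without 24-month-old replicates 1, 2 and 3 it was 0.0769, 0.101 and 0.103. Over all such fits it ranged from 0.00193 to 0.103 at 12 months and from 0.00248 to 0.103 at 24 months.

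The median of the B cell list (12 genes) was -3.52 and -2.91, with fry adjusted p of 0.0260 and 0.0455, and 8 of the 12 genes were higher in every 1-month-old library than in every older one. CD79A had 511, 5010 and 539 expected counts at 1 month against 67.5 to 288 later, and CR2 735, 53.3 and 2454 against 49.0 to 116. Of the 12 genes, 2 are in the study's network, 0 are on another list and 9 were above 3 counts in all 6 older libraries. The median of the lymph node stroma list (3 of 4 genes found) was -3.79 and -4.91, with adjusted p of 0.0260 and 0.0458. CCL21 had 254, 856 and 838 counts at 1 month against 57.2 to 631 later, and 1 of the 3 genes was higher in every 1-month-old library. None of the 3 is in the network, 0 are on another list and 1 was above 3 counts in all older libraries. Without 1-month-old replicate 3 the stroma median was -1.53 at 12 months and -2.64 at 24 months. For both lists the adjusted p was above 0.05 without any one library of the older group, with a range over all such fits from 0.0134 to 0.113 for B cells and from 0.0182 to 0.105 for stroma at 12 months, and from 0.0186 to 0.170 and from 0.0401 to 0.203 at 24 months. Without 1-month-old replicate 2 it was 0.0626 and 0.0674 at 24 months.

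The median of the cell cycle list (10 genes) was -5.25 and -6.55, with fry adjusted p of 0.00892 and 0.00715. All 10 genes were higher in every 1-month-old library than in every older one. MKI67 had 6386, 35761 and 6401 expected counts at 1 month against 87.8 to 325 later, and TOP2A 7224, 7147 and 4969 against 42.1 to 212. Of the 10 genes, 6 are in the study's network, 0 are on another list and 7 were above 3 counts in all older libraries. The adjusted p was 0.0639 without 12-month-old replicate 1 and stayed under 0.05 without any other library (from 0.00331 to 0.0639 at 12 months and from 0.000484 to 0.0496 at 24 months). The ratio of 1-month-old replicate 3 to replicate 2 had a median of 0.270 over this list, against 0.287 over the green boxes of Fig. 8, 0.164 over the thymocyte list and 36.8 over the salivary list. This is consistent with the same cells bringing the T cell and the cell cycle transcripts, while growth of the young gland stays open as well and was not tested.

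Several explanations of the T cell transcripts at 1 month were weighed. Lymph node tissue as their whole source is argued against by the B cell median of -3.52 at 12 months and -2.91 at 24 months, against -5.90 and -5.65 for the green boxes (both lists as medians of edgeR's fitted fold changes), and by the thymic epithelium genes. A lower share of gland cells in the 1-month-old samples would raise all other cell types alike. The plasma cell list changed by 0.64 at 12 months, which does not decide the question. Plasma cells may themselves change with age, and their list was low in replicate 2 together with the salivary list. The median ratios of replicate 3 to replicate 2 were 8.67 and 36.8. The salivary list held 3.71%, 0.0131% and 2.68% of the counts in 1-month-old replicates 1, 2 and 3. In the older libraries it held from 10.3% to 15.6%. A lower share of gland cells therefore stays open. The fry adjusted p of the green boxes among the 45 tests, 0.00892 and 0.0112, ranged over fits without one library from 0.000513 to 0.0639 and from 0.000416 to 0.0952. It was above 0.05 without 12-month-old replicates 1 (0.0639) and 3 (0.0531) and without 24-month-old replicates 2 (0.0952) and 3 (0.0836). The next medians are on log-CPM, where the green boxes had -5.72 and -5.44 with all libraries. The pattern did not rest on 1-month-old replicate 2 alone, since the median was -4.63 at 24 months without it. A few transcripts taking most of the counts in the older samples are argued against by a median of -5.11 at 24 months without the 100 most abundant transcripts. Medians moved little between scalings, to -5.79 and -5.51 with DESeq2's size factors.

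Thymus tissue in the 1-month-old samples stays open as well. The test asked whether genes of thymic epithelium, which T cells do not make, are present at 1 month and higher than later, and the median at the bound was -6.62 at 12 months. These values are consistent with thymus tissue as a candidate source, in amounts that differ between the 1-month-old libraries: the list held 0.0385%, 0.130% and 0.0164% of the counts of replicates 1, 2 and 3, and at most 0.000318% in an older library. Lymph node tissue as a further source stays open, since the B cell list and the stroma list rose as well and the B cell list was higher in replicate 3 than in replicate 2 (median ratio 2.36), unlike the thymic epithelium list (0.0901). A change of the gland itself with age remains open and was not tested, because age and any difference in the tissue collected coincide in these samples. GC content and transcript length were not tested.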

How the results depend on the processing

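Detected transcripts, 3 groups and all libraries, stayed within 1.5 times under each alternative threshold. The direction of the green boxes and of the whole TCR map, and of the thymocyte and thymic epithelium lists, held under each scaling and without any one library. The settings chosen after seeing the data include limma on log2(CPM + 1) and log2(CPM + 0.01), CPM over 1 and fold changes from CPM means. They also include the exact test for overlaps and splits, and totals or the most abundant transcripts as a basis of scaling. Leaving out each library for the marker lists, whose ranges are given below, was chosen after seeing the data as well. Alternatives that need FPKM (limma on FPKM with 2 added constants, fold changes from FPKM means and the FPKM threshold) were not run. Where a result changed, the cause was not tested.

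Called transcripts (829 at 12 months, 453 at 24 months, 0 between 12 and 24 months, where 1440 had an unadjusted p under 0.05) rose with DESeq2's Wald test to 3856, 4180 and 246, with edgeR's exact test to 2932, 3097 and 206, and with limma on log2(CPM + 0.01) to 1427, 1531 and 205. With limma on log2(CPM + 1) they were 2055 and 2503, with counts summed to genes 1679 and 1945, and with all 9 libraries in one fit 1663 at 24 months. The 1440 of 28297 transcripts between 12 and 24 months are close to the share of 0.05 that no difference gives. Without one library they ranged from 0 to 1454 at 12 months (1454 without 1-month-old replicate 2) and from 0 to 198 at 24 months (198 without 1-month-old replicate 2). In the first 2 comparisons, the share of lower calls (85.9% and 83.9%) was 75.3% and 70.6% with DESeq2's Wald test, 77.9% and 70.9% with the exact test, 73.6% and 65.3% with limma on log2(CPM + 1), 73.0% and 76.3% without 1-month-old replicate 2, 69.9% at 24 months with all 9 libraries in one fit and 68.0% at 24 months with counts summed to genes. The median of all transcripts moved by -0.17 and -0.23 with DESeq2's Wald test and by -0.12 and -0.16 without the filter. The overlap of 312 became 1882 with the exact test.

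With the replicate number as a block, 0 transcripts were called in each comparison, with 4534, 4888 and 852 at an unadjusted p under 0.05, and the calls of Table 1 fell to 0 and 0. With counts summed to genes, the block called 895, 1774 and 7 genes. Of the immunoglobulins, 12 had a higher fitted level at 12 months and 12 at 24 months under the block, against 8 and 10. The numbers do not pair the samples: deviations of same-numbered libraries correlated with r from -0.131 to -0.110, from -0.235 to 0.420 and from -0.132 to -0.0177 across genes. Under the block the changes of IGKC TCONS_00034835 (3.10 at 12 months) and of IGHG4 TCONS_00063012 (0.27 at 12 and 0.43 at 24 months) went the other way.

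Calls on the TCR map were lost under camera with an estimated correlation (adjusted p 0.132 for both sets and ages, against 1.26e-18 to 5.74e-10) and held under fry, DESeq2's size factors and without any one library. The fry calls of the green boxes among the 45 tests were lost without 12-month-old replicates 1 and 3 and without 24-month-old replicates 2 and 3. Of the 8 antibacterial peptides, 0 called, DESeq2's Wald test and the exact test called 3 at each age, counts summed to genes 1 and 3, all 9 libraries in one fit 1 and 1, and limma on log2(CPM + 0.01) 1 and 1. Of the transcripts of Table 1 (6 and 4 called), DESeq2's Wald test called 14 and 10, the exact test 15 and 11, and counts summed to genes 12 and 12. At 24 months limma called 7 with either constant, as did all 9 libraries in one fit (7). Without one library the calls of Table 1 were from 0 to 8 and from 0 to 3, above 0 only without 1-month-old replicate 2. Of the immunoglobulins (0 called), DESeq2's Wald test called 4 and 3, the exact test 2 and 2, limma on log2(CPM + 1) 2 and 2, limma on log2(CPM + 0.01) 1 at 24 months, and counts summed to genes 2 and 3. Without one library they were from 0 to 4 at 12 months (4 without 1-month-old replicate 2).

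Of the 10 key genes (9 and 10 called), from 0 to 10 were called at 12 months and from 6 to 10 at 24 months without one library: 0, 0 and 2 without 12-month-old replicates 1, 2 and 3, and 6 without 24-month-old replicate 3. All 10 stayed lower at the older age in each of these fits. Marker lists past fry (5, 5 and 0) numbered from 0 to 7 at 12 months (0, 2 and 2 without 12-month-old replicates 1, 2 and 3), from 1 to 6 at 24 months (2, 1 and 1 without 24-month-old replicates 1, 2 and 3) and from 0 to 2 between 12 and 24 months (2 without 24-month-old replicate 1). Medians of the thymocyte list ranged from -9.77 to -7.79 and from -9.35 to -7.41, and those of the thymic epithelium list from -8.94 to -6.84 and from -8.51 to -5.81. The skeletal muscle list (0.50 at 12 months) ranged from -4.98, without 12-month-old replicate 2, to 2.47, and the erythroid list (-0.84 at 24 months) from -1.26 to 0.77, the latter without 1-month-old replicate 2.

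Some immunoglobulins changed direction. IGKC TCONS_00034835 at 12 months (-0.40) was 1.63 and 1.71 with limma on log2(CPM + 1) and log2(CPM + 0.01), and without one library from -1.72 to 4.56 (4.56 without 1-month-old replicate 3, 0.16 without 12-month-old replicate 3). IGHG4 TCONS_00063012 was 0.85 and 0.86 at 12 months (-1.004) and 1.08 and 1.09 at 24 months (-0.84) with the same 2 settings, and ranged from -1.66 to 1.82 and from -1.49 to 1.98 (both highest without 1-month-old replicate 3). IGHM TCONS_00063000 ranged from -1.32 to 0.30 at 12 months (0.30 without 1-month-old replicate 3) and from -0.27 to 1.47 at 24 months (-0.27 without 24-month-old replicate 3, -0.14 without 1-month-old replicate 2). Summed to genes, LOC102169353 XM_005678666.3 had 0.37 and 0.26 in place of a fall, and AKAP13 TCONS_00061931 had -0.60 at 12 months in place of a rise.

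Over 111 results, genes and lists, the settings with all libraries gave 1020 values. Of these, 882 kept their direction and side of the threshold, 30 were weaker, 96 stronger and 12 reversed. Of 666 values without one library, 480 kept both, 162 were weaker, 15 stronger and 9 reversed. The reversed values are the ones already given above. Depth limits the low end: below 3 counts, 0.120 to 0.260 CPM, a fold is only a lower bound, and 5 of the 8 antibacterial peptides did not pass the filter on low counts.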

Differences from the paper's values

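Called transcripts numbered 829 between 1 and 12 months against the paper's 2706. Each used alone, DESeq2's Wald test (3856) and edgeR's exact test (2932) came within 1.5 times of the paper's number. The other alternatives set before the data were examined did not, counts summed to genes (1679) included. On summed counts DESeq2's Wald test gave 2434 genes, the exact test 2213 and all 9 libraries in one fit 1998, each within 1.5 times. Limma on log2(CPM + 1), chosen after seeing the values, gave 2055 and also came within 1.5 times. Between 1 and 24 months the number was 453 against the paper's 2525. Each used alone, the exact test (3097) and counts summed to genes (1945) closed this gap. The other alternatives set before the data were examined did not, DESeq2's Wald test (4180) included. On summed counts DESeq2's Wald test gave 2645 genes and the exact test 2477. Limma on log2(CPM + 1), chosen after seeing the values, gave 2503. Between 12 and 24 months 0 transcripts were called, against the paper's 52. At an unadjusted p under 0.05 there were 1440 of 28297, close to the share of 0.05 that no difference gives. None of the alternatives set before the data were examined closed this gap. On transcripts the exact test called 206, DESeq2's Wald test 246 and the others 0. Counts summed to genes gave 0, and 13 with the exact test, 10 with DESeq2's Wald test and 7 with the replicate block. Without 24-month-old replicate 1 summed counts gave 154 genes. Limma on log2(CPM + 0.01), chosen after seeing the values, called 205.

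Of the called transcripts, 712 were lower at 12 months against the paper's 2477, and 380 were lower at 24 months against the paper's 2327. On transcripts, DESeq2's Wald test (2904 and 2953) and the exact test (2285 and 2197) closed both gaps. The other alternatives set before the data were examined, each used alone, closed neither. On summed counts, DESeq2's Wald test gave 1831 and 1781 lower genes, within 1.5 times at both ages. The exact test on summed counts gave 1629 and 1606, and all 9 libraries in one fit 1559 and 1600, within 1.5 times at 24 months only. Limma on log2(CPM + 1), chosen after seeing the values, gave 1634 at 24 months, within 1.5 times, and 1513 at 12 months, which is not.

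In both comparisons 312 transcripts were called, against about 1800 in Fig. 1A, read by eye. Adjusted p without a fold change threshold, set before the data were examined, gave 322 and did not close this gap. The exact test, chosen for the overlap after seeing the values, gave 1882.

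Of the antibacterial peptide transcripts 0 were called at 12 and at 24 months, with 3 at an unadjusted p under 0.05 in each comparison, against the paper's 8. No alternative set before the data were examined called more than 3: the exact test and DESeq2's Wald test called 3 at each age, counts summed to genes 1 at 12 months and 3 at 24 months, and all 9 libraries in one fit 1 at each age. Limma on log2(CPM + 0.01), chosen after seeing the values, called 1 at each age. The levels went in the paper's direction, with 0 counts at 12 months in each library.

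In all, 96 values of the paper were compared with a counterpart here, and the 8 that differ are given above. The 71 values of its supplementary tables that were compared do not differ by these criteria. The paper's total of detected mRNAs, 42686, equals the number of known transcripts in the table, while 45659 transcripts of both kinds were above 0.

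The paper states that immunoglobulins of the classes A, E, D, M and G rose in older goats. Of the heavy chain classes found by name, only IgA had a higher fitted level at both ages, and it was not called (4.80 and 4.88 for IGHA1 TCONS_00062998, adjusted p 0.105 and 0.107 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment). IGHG4 TCONS_00063012 (-1.004 and -0.84) and IGHE TCONS_00063017 (-2.84 and -1.29) had a lower fitted level, and IGHM TCONS_00063000 was lower at 12 months (-0.71) and higher at 24 months (0.47). No IgD transcript was found by name. The exact test called 2 immunoglobulins higher at 12 months and 1 at 24 months, DESeq2's Wald test 2 and 1, and counts summed to genes 2 and 2. Limma on log2(CPM + 1) and log2(CPM + 0.01), chosen after seeing the values, put IGHG4 TCONS_00063012 higher at both ages (0.85 and 1.08 with the first, 0.86 and 1.09 with the second), as did the fit with the replicate number as a block and leaving out 1-month-old replicate 3 (1.82 and 1.98).

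The paper counts MYC among the genes that fell in both comparisons. At 12 months its adjusted p was 0.0555 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (log2 fold change -2.21, lower in 3 of 3 libraries than in any 1-month-old library), and at 24 months it was called. At 12 months it was called with upper-quartile normalization, DESeq2's Wald test, the exact test, all 9 libraries in one fit and without 1-month-old replicate 1 (the largest adjusted p of the 10 key genes was 0.0496, 0.00393, 0.00766, 0.0307 and 0.0438), and not with DESeq2's size factors or without any other library. At 24 months the call was lost without 1-month-old replicate 2 and without each 24-month-old library. The transcripts of Table 1 are all listed as differing, and 6 of 18 were called at 12 months and 4 at 24 months. The exact test called 15 and 11, DESeq2's Wald test 14 and 10, counts summed to genes 12 and 12, and all 9 libraries in one fit 8 and 7. Limma with either constant, chosen after seeing the values, called 8 and 7.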

Other observations

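The tests of myeloid precursors, of blood neutrophils, of transcripts of one gene and of the splits with the quasi-likelihood test were set together with the marker lists. The tests of paralogs, of 1-month-old replicate 2 and of the other transcripts of a gene, and the splits with the exact test, were chosen only after the results were seen.

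The 8 antibacterial peptide transcripts had 57.8, 753 and 12281 summed expected counts in 1-month-old replicates 1, 2 and 3. Reads shared between paralogs are argued against as the cause of the difference between ages, since the largest sum over all 8 in an older library was 1.07. The myeloid precursor list (7 genes) had a median log2 fold change of -8.89 at 12 months and -9.76 at 24 months, -5.23 and -5.28 with genes at the floor at their bound. Its fry adjusted p was 0.135 at both ages, above the threshold, and 5 of its 7 genes were higher in every 1-month-old library than in every older one, where chance gives 1.19%. MPO had 25.9, 291 and 4771 counts at 1 month and at most 13 later, and AZU1 27.1, 86.3 and 809 and 0 later. The mature neutrophil list (7 genes) had medians of -5.65 and -5.81 and adjusted p of 0.108 and 0.0877. All 7 had a lower fitted level at both older ages, and 2 were higher in every 1-month-old library. S100A12 had 30.7, 170 and 5286 counts and S100A9 7.07, 154 and 2599, against at most 57.3 and 12.7 later. The study's network holds 2 genes of each list, none is on another list, and 0 and 4 were above 3 counts in all older libraries. The levels of both lists at 1 month were highest in replicate 3, which exceeded replicate 2 by a median ratio of 20.0 and 15.0. Without it the medians stayed negative and were smaller in size: the neutrophil medians were -2.03 and -2.76 (adjusted p 0.0779 and 0.0338) and the precursor medians -5.33 and -5.46 (0.0497 and 0.0651). Without 1-month-old replicate 1 the neutrophil adjusted p was 0.0396 and 0.0294. The erythroid list did not follow (ratio 0.199). The test values -5.23 and -5.65 are consistent with myeloid precursors and with neutrophils as candidate sources of the peptides, and the lists do not separate these 2. Expression in the gland at 1 month stays open and was not tested.

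Genes of the salivary acinar and duct list took 3.71%, 0.0131% and 2.68% of the counts in 1-month-old replicates 1, 2 and 3, and from 10.3% to 15.6% in the older libraries. MUC19 had 368077, 973 and 268064 expected counts and MUC7 23692, 7.45 and 6856. The list (9 of 10 genes found, 9 above 3 counts in all older libraries, 1 in the network, 0 on another list) had medians of 3.01 and 3.13, fry adjusted p of 0.0923 and 0.116, and a higher fitted level in older libraries for all 9 genes. Without 1-month-old replicate 2 the medians were 2.34 and 2.51 and the adjusted p 0.00193 and 0.00899. Over all fits without one library the adjusted p ranged from 0.00193 to 0.267 and from 0.00899 to 0.335. In replicate 2 the thymocyte list took 1.22% of the counts, its highest share. This is consistent with that sample holding mostly tissue other than gland. A mislabelled sample cannot be told apart from this by the 0.0131% share of gland genes. Across 14623 genes this library correlated with the older libraries at r from 0.561 to 0.624, and with 1-month-old replicates 1 and 3 at 0.814 and 0.797. Genes are not independent replicates.

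Between 12 and 24 months, 201 of the 205 transcripts with a gene that the exact test called (98.0%) belong to a gene that was not called on summed counts. With DESeq2's Wald test it was 238 of 244 (97.5%). On summed counts only 13 and 10 genes were called at all, and 7 and 11 genes had called transcripts that went in opposite directions. In the comparisons with 1-month-old goats the share was from 20.9% to 34.3% over the 3 tests. Transcripts of one gene trading expression in the quantification would give a high share, but so would false calls of single transcripts, so the 98.0% does not decide between them. If transcripts traded expression, the other transcripts of the gene would change the other way by about as much. For 202 transcripts called by the exact test they changed the other way in sum for 55.9% (113, binomial p against 50% 0.105) and made up a median of 0.213 of the change. With DESeq2's Wald test it was 55.9% of 238 (p 0.0799, a median of 0.167). Both were higher than for transcripts that were not called (40.7% and -0.262 with the exact test, 44.3% and -0.193 with DESeq2's Wald test), which goes with trading for part of the calls, but those transcripts were not matched on the size of the change. The limits set before the test was run, more than 50% beyond the spread and at least 0.5 of the change, were not met. Trading and false calls cannot be told apart by these values, which lie above the one reference and short of the other. Real changes in splicing with age stay open and were not tested.

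Of the 10 splits of the 6 libraries into 3 and 3, only the real split (1 of 10) gave as many calls as 829 between 1 and 12 months, and only the real split (1 of 10) as many as 453 between 1 and 24 months, the other splits giving 0. Between 12 and 24 months the real split gave 0 calls, so 10 of 10 splits gave as many, which any splits would do and which decides nothing, and 1 other split gave 1. With the exact test the real split gave 2932 calls between 1 and 12 months against 76 to 109 in the others, 3097 between 1 and 24 months against 36 to 209, and 206 between 12 and 24 months against 107 to 194, so 1 of 10 splits was as large in each. With 10 splits the share is never under 0.1, a limit of 3 against 3 libraries.

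The other lists gave these medians at 12 and 24 months. The erythroid list (5 of 7 genes found) had -4.31 (-1.25 at the bound) and -0.84, with fry adjusted p of 0.222 and 0.660. Without 1-month-old replicate 2 the values were -1.29 and 0.77. The plasma cell list (7 genes) had 0.64 and 1.23, with adjusted p of 0.232 and 0.273, and 1.88 at 12 months (0.0469) without 1-month-old replicate 3. The skeletal muscle list (6 genes) had 0.50 and -2.72 (-2.28 at the bound), with adjusted p of 0.825 and 0.211, and -4.98 at 12 months without 12-month-old replicate 2, which held 610 counts of MYH2. The extracellular matrix list (7 genes) had -2.27 and -2.21, with adjusted p of 0.0636 and 0.0538, a lower fitted level for all 7 genes, and 0.0206 and 0.0130 without 1-month-old replicate 2. Between 12 and 24 months 0 of the 12 marker lists passed fry, with an unadjusted p under 0.05 for the erythroid list only (0.0215, adjusted 0.0538, median 1.76, or 0.88 at the bound). The green boxes of Fig. 8 had a median of 0.44 in that comparison, with an adjusted p of 0.0458 and a range from 0.0255 to 0.206 without one library.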
